# Reactivating Hippo by drug compounds to suppress gastric cancer and enhance chemotherapy sensitivity

**DOI:** 10.1016/j.jbc.2024.107311

**Published:** 2024-04-22

**Authors:** Zhifa Cao, Yu Hou, Zhangting Zhao, Hui Zhang, Luyang Tian, Yiming Zhang, Chao Dong, Fenghua Guo, Lijie Tan, Yi Han, Wenjia Wang, Shi Jiao, Yang Tang, Liwei An, Zhaocai Zhou

**Keywords:** Hippo signaling, STRIPAK, drug compound, gastric cancer, chemotherapy

## Abstract

The Hippo signaling pathway plays an essential role in organ size control and tumorigenesis. Loss of Hippo signal and hyper-activation of the downstream oncogenic YAP signaling are commonly observed in various types of cancers. We previously identified STRN3-containing PP2A phosphatase as a negative regulator of MST1/2 kinases (*i.e.*, Hippo) in gastric cancer (GC), opening the possibility of selectively targeting the PP2Aa–STRN3–MST1/2 axis to recover Hippo signaling against cancer. Here, we further discovered 1) disulfiram (DSF), an FDA-approved drug, which can similarly block the binding of STRN3 to PP2A core enzyme and 2) CX-6258 (CX), a chemical inhibitor, that can disrupt the interaction between STRN3 and MST1/2, both allowing reactivation of Hippo activity to inhibit GC. More importantly, we found these two compounds, *via* an MST1/2 kinase-dependent manner, inhibit DNA repair to sensitize GC towards chemotherapy. In addition, we identified thiram, a structural analog of DSF, can function similarly to inhibit cancer cell proliferation or enhance chemotherapy sensitivity. Interestingly, inclusion of copper ion enhanced such effects of DSF and thiram on GC treatment. Overall, this work demonstrated that pharmacological targeting of the PP2Aa–STRN3–MST1/2 axis by drug compounds can potently recover Hippo signal for tumor treatment.

The evolutionarily conserved Hippo signaling pathway plays important roles in organ size control, tissue homeostasis, and tumorigenesis (1, 2, 3). In the canonical signaling cascade of mammalian Hippo pathway, MST1/2 kinases (*i.e.*, Hippo) phosphorylate and activate LATS1/2 kinases, which in turn phosphorylate the transcriptional coactivators YAP/TAZ, causing their cytoplasmic sequestration and degradation. Once the Hippo signal is absent, YAP/TAZ will translocate into the nucleus, where they form a complex with TEAD family of transcription factors to promote the expression of downstream target genes such as *CTGF* and *CYR61*, leading to increased cell proliferation and decreased apoptosis (4, 5, 6). Accordingly, dysregulation of the Hippo-YAP signaling, for example, loss of Hippo signal and hyperactivation of YAP/TAZ are frequently observed in various types of tumors (7, 8, 9), making this pathway as an attractive drug target for cancer treatment.

Growing efforts have been made to dissect the regulatory effect of the Hippo-YAP signaling in various types of malignant tumors including gastric cancer (GC) (10, 11, 12, 13, 14). Based on the mechanistic understanding of Hippo-YAP pathological function, various therapeutic strategies have been developed. Roughly, the current Hippo-targeting strategies can be classified into two directions: either by suppressing the YAP nuclear translocation *via* enhanced Hippo kinase activity or by disrupting the nuclear YAP/TAZ–TEAD complex formation to suppress gene transcription (15). Specifically, STRN3-derived Hippo-activating peptide (SHAP) (16) and SuperHippo peptide (17) represent two kinase activators for MST1/2 and LATS1/2, respectively. Alternatively, compounds such as verteporfin, digitoxin, and flufenamic acid (18, 19, 20, 21, 22), as well as peptides including Super-TDU (23), YAP cyclic peptide (peptide 17) (24), and cystine-dense peptide (TB1G1) (25) have been identified or developed to disrupt the YAP–TEAD complex.

The striatin-interacting phosphatase and kinases (STRIPAK) complexes have been identified as a signaling hub at the upstream of the Hippo pathway (26, 27, 28, 29, 30, 31, 32, 33, 34). We previously uncovered the STRN3-containing PP2A phosphatase accountable for the inactivation of MST1/2 kinases (loss of Hippo signal) in GC and therefore developed the SHAP peptide as a highly selective PP2A inhibitor to restore Hippo signal against GC (16). Moreover, we further revealed that STRIPAK-mediated loss of MST1/2 activity can promote the DNA repair capacity of cancer cells to induce resistance towards radiotherapy and chemotherapy (26). Also, we further developed two STRIPAK assembly inhibitor peptides (SAIP1/2) to disrupt STRIPAK assembly and thereby release MST1/2 to inhibit DNA repair and induce synthetic lethality with PARP inhibitor, that is, sensitize GC towards PARP inhibition (26).

Based on these previous studies, we set out to identify compounds targeting the PP2Aa–STRN3–MST1/2 axis to restore Hippo activity to not only suppress GC growth but also sensitize GC towards chemotherapy. Here, we report FDA-approved drug compound disulfiram (DSF) and inhibitor CX-6258 (CX) able to break the PP2Aa–STRN3–MST1/2 axis, therefore recovering the Hippo signal.

## Results

### AlphaScreen identifies DSF as an inhibitor of the PP2Aa–STRN3 interaction

To identify drug compounds which can mimic the SHAP peptide–induced Hippo reactivation strategy *via* disrupting the PP2Aa–STRN3 interaction (Fig. S1*A*, previous work) (16), we applied a protein–protein interaction-based AlphaScreen platform to screen an FDA-approved drug library containing 3095 chemicals (TargetMol inhibitors) (Fig. 1*A*). Briefly, in the AlphaScreen system, the biotin-labeled recombinant PP2Aa protein was first immobilized on streptavidin donor beads, while purified His-tagged STRN3 protein was bound to the nickel chelate acceptor beads. Upon illumination at 680 nm, the photosensitizer in donor beads converts ambient oxygen to an excited state, singlet molecular oxygen (^1^O_2_). When the distance between PP2Aa–STRN3 is shorter than 200 nm, acceptor beads can receive the ^1^O_2_ resulting in the luminescence signals at 520∼620 nm (35, 36). Thus, compounds able to disrupt the PP2Aa–STRN3 interaction would make the distance between STRN3 and PP2Aa longer than 200 nm, leading to reduced luminescence signal (Fig. 1*A*). The inhibition rate was calculated as the percentage of reduction in luminescence signals to indicate the extent of disruption of the PP2Aa–STRN3 association by compounds (Fig. 1. *B* and *C*).

**Figure 1:**
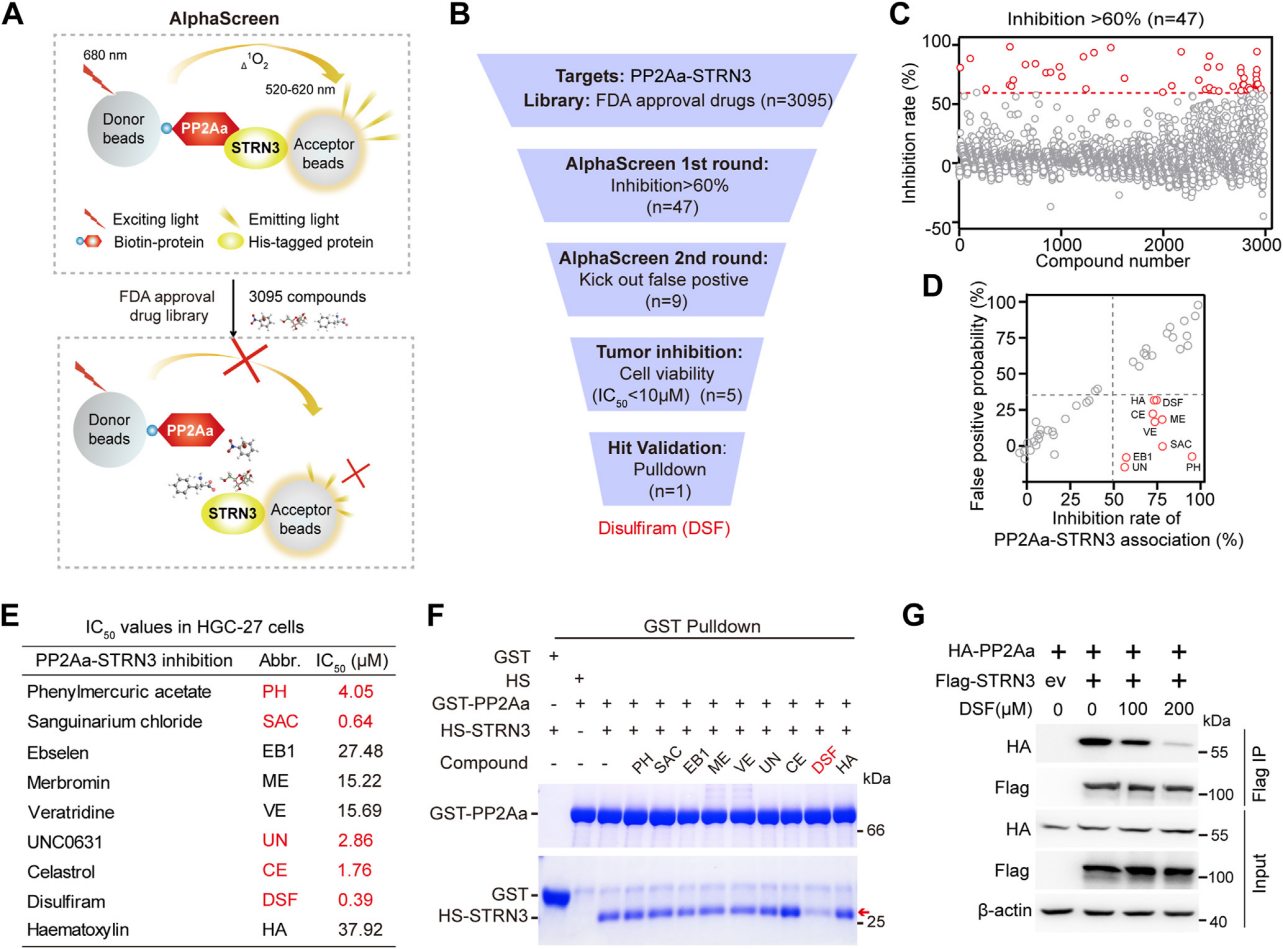
**Identification of DSF as an inhibitor of the PP2Aa–STRN3 interaction.***A*, illustration of the first-round AlphaScreen to find out compounds disrupting PP2Aa–STRN3 interaction. *B*, workflow of four step-by-step compound screening and confirmation strategies. N represents the number of compounds after each screening step. *C*, result of inhibition rate for disrupting PP2Aa–STRN3 interaction in the first round AlphaScreen. *Dash line* refers to inhibition efficiency higher than 60% (n = 47 for *red circle*). *D*, result of the second round AlphaScreen to kick out false positive hits which disrupted interactions between protein and donor/acceptor beads instead of breaking the PP2Aa–STRN3 protein–protein interaction. *Vertical dash line* refers to inhibition efficiency higher than 50% while *horizontal dash line* refers to false positive probability less than 35% (n = 9). *E*, IC_50_ values of nine candidate compounds in HGC-27 cells. The IC_50_ values are less than 5 μM highlighted in *red*. *F*, GST pulldown assay to confirm the disruption effect of PP2Aa–STRN3 association with the indicated 10 μM nine compounds treatment. STRN3 refers to amino acid 64 to 145, hereafter. *G*, co-IP analysis of the interaction between HA-PP2Aa and Flag-STRN3 in HEK293A cells treated with indicated dose of DSF. Co-IP, co-immunoprecipitation; DSF, disulfiram; HS, His-Sumo tag; ev, empty vector.

In the first round AlphaScreen assay (Table S1), we identified 47 compounds able to disrupt the PP2Aa–STRN3 interaction (with an inhibition rate above 60%) from 3095 compounds (Fig. 1. *B* and *C*). To rule out the false positive hits that disrupt interactions between protein and donor/acceptor beads instead of breaking the PP2Aa–STRN3 protein–protein interaction *per se*, we next performed second round screening using both biotin-labeled and His-tagged STRN3 (Fig. S1*B*). By using a criteria of inhibition rate higher than 50% (on the PP2Aa–STRN3 interaction) and false positive probability less than 35% (on the interactions between proteins and beads, Table S2), we thus identified nine candidates (Fig. 1*D*).

Subsequently, we performed a cell viability assay to examine whether each candidate compound could inhibit the growth of a human GC cell line HGC-27. The results showed that five compounds including phenylmercuric acetate, sanguinarium chloride, UNC0631, celastrol, and DSF could significantly reduce the viability of HGC-27 cells (IC_50_ < 5.0 μM) (Figs. 1*E* and S1*C*). In the last step, we performed a GST pulldown assay using recombinant proteins of GST-tagged PP2Aa and His-Sumo-tagged STRN3 to further verify the inhibitory effect of these compounds towards the PP2Aa–STRN3 interaction *in vitro*. This analysis revealed that only DSF, but not the other four chemicals, dramatically reduced the PP2Aa–STRN3 association (Fig. 1*F*), which was further confirmed *via* a dose-dependent suppressive effect (Fig. S1*D*). Next, we performed co-immunoprecipitation (Co-IP) assay to examine whether DSF can disrupt the interaction of PP2Aa with STRN3 *in vivo*. The results showed that DSF treatment dramatically decreased the PP2Aa–STRN3 interaction (Fig. 1*G*). As DSF is a medication with well-established pharmacokinetics that has been used as a treatment for alcohol dependence (37) and a promising cancer-killing drug (38, 39), we focused on DSF as a candidate for subsequent investigation (Fig. S1*E*).

### DSF occupies the STRN3-binding site on PP2Aa to disrupt complex assembly

To define at atomic level the mechanism through which DSF disrupts the PP2Aa–STRN3 interaction, we re-examined the crystal structure of the PP2Aa–STRN3 complex (PDB ID: 6IUR) and found that DSF is likely to bind with PP2Aa but not STRN3 in terms of the molecular shape and electrostatic properties of the complex. To validate this hypothesis, we next performed an isothermal titration calorimetry (ITC) assay to examine whether DSF binds to PP2Aa or STRN3 and found that DSF can specifically bind to PP2Aa but not STRN3 (Fig. S2). More importantly, the binding affinity of DSF to PP2Aa (Kd = 4.1 μM) is about 3-fold higher than that of STRN3 to PP2Aa (Kd = 11.9 μM) (Fig. S2, *A* and *B*). Consistent with these results, a microscale thermophoresis (MST) assay similarly revealed a 4-fold stronger binding affinity of DSF to PP2Aa (Kd = 4.9 μM) than that of STRN3 to PP2Aa (Kd = 20.7 μM) (Fig. 2*A*). Moreover, addition of DSF readily disrupted the binding of STRN3 to PP2Aa, indicating a competitive manner between DSF and STRN3 for PP2Aa binding (Fig. 2*A*).

**Figure 2:**
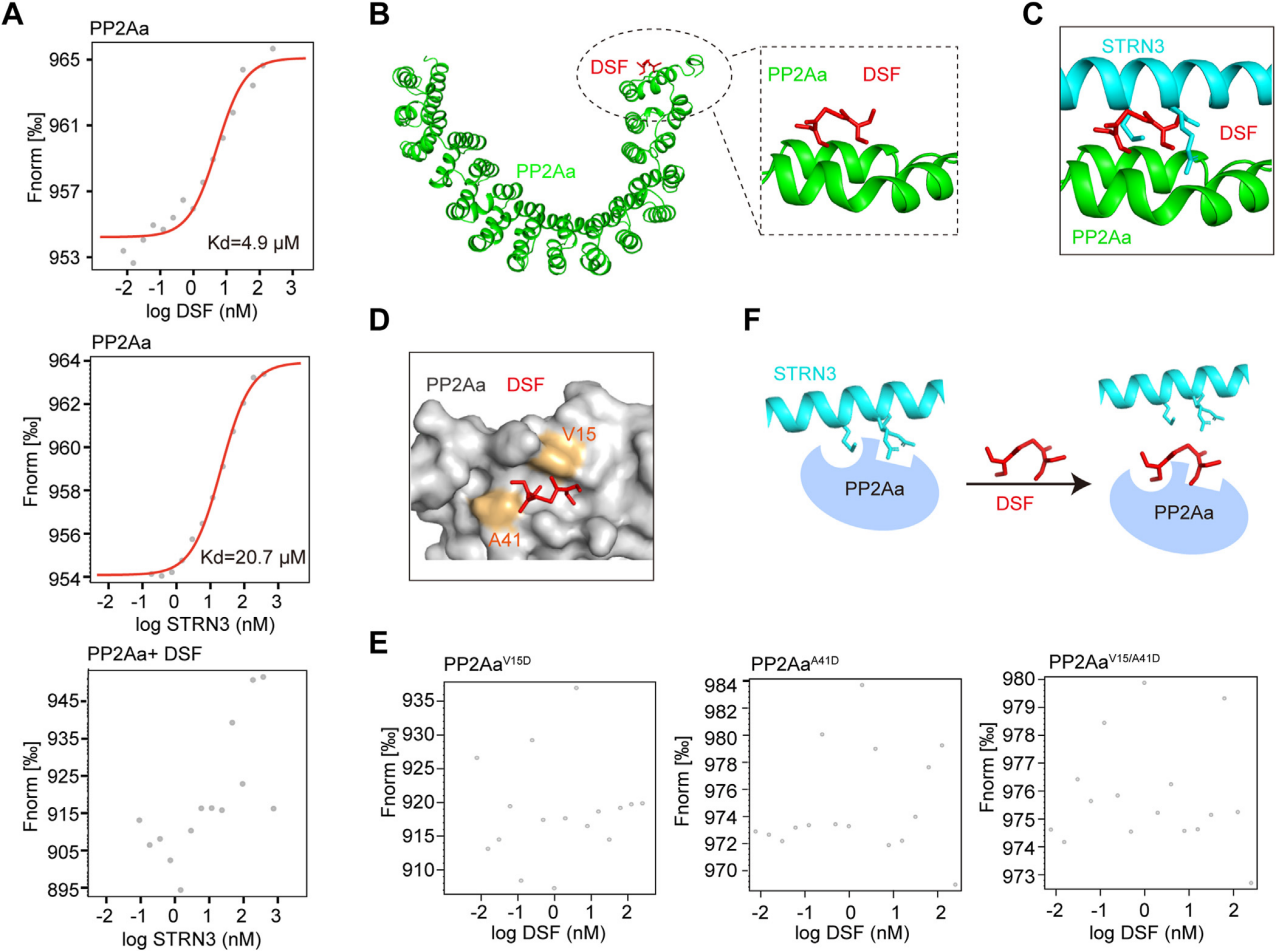
**DSF competes with STRN3 for PP2Aa binding.***A*, detection the DSF–PP2Aa binding affinity and its inhibitory effect on PP2Aa–STRN3 association by MST assay. *B*, virtual docking of DSF binding to first HEAT repeat of the PP2Aa. The PDB ID for crystal structure of the PP2Aa–STRN3 complex is 6IUR. PP2Aa is colored in *green* and shown as cartoon. DSF is shown as *sticks* and colored in *red*. The *right panel* illustrates the binding site of DSF to PP2Aa. *C*, illustration of the occupied position of DSF in PP2Aa–STRN3 complex. *D*, surface structure to highlight the binding pocket (V15, A41) of DSF towards PP2Aa. PP2Aa is shown as surface. *E*, MST assay to show the incapability of PP2Aa mutants in binding to DSF. PP2A^V15/A41D^: PP2Aa mutant variant with V15 and A41 substituted with a glutamate. *F*, model for DSF competing with STRN3 for PP2Aa binding. DSF, disulfiram; MST, microscale thermophoresis.

To further probe the specific binding mode of DSF with PP2Aa, we utilized virtual molecular docking to explore the details of DSF–PP2Aa-binding interface (40) and thus observed that DSF may embed into a groove on the molecular surface of PP2Aa (Fig. 2*B*). Notably, this groove of PP2Aa was found just next to the interface of the PP2Aa–STRN3 complex, further supporting the notion that DSF may compete with STRN3 for binding PP2Aa. Further structural comparison of PP2Aa in complex with STRN3 or DSF revealed that DSF binds to PP2Aa *via* similar position and manner as does the key residues of STRN3 (Fig. 2*C*). According to our previous mutational studies of the PP2Aa–STRN3 complex (16) as well as the current docking results, we reasoned that the amino acid residues V15 and A41 delineating the STRN3-binding pocket of PP2Aa may be also required for binding DSF (Fig. 2*D*). To verify this possibility, we generated two PP2Aa mutant variants with either V15 or A41 substituted with a glutamate (hereafter referred to as V15D and A41D). By introducing electrostatic perturbation into the hydrophobic pocket, we speculated that these PP2Aa mutant variants could no longer bind with DSF. Indeed, MST assay showed that mutation of either V15D, A41D, or in combination completely abolished the ability of PP2Aa to bind DSF (Fig. 2*E*). Taken together, these results demonstrated that DSF occupies the STRN3-binding pocket on PP2Aa, thus preventing STRN3 from binding to PP2Aa (Fig. 2*F*).

### DSF reactivates Hippo to suppress GC growth

Given the above findings that DSF can disrupt the assembly of PP2Aa–STRN3 complex, we expected the compound would thus relieve the inhibitory effect of PP2A phosphatase towards MST1/2 kinases, thus suppressing oncogenic YAP signaling and cancer cell proliferation. To this end, we first performed *in vitro* dephosphorylation assay to examine the activation of MST1/2 kinases (*i.e.*, the phosphorylation level of MST1/2, hereafter referred as pMST1/2). Briefly, purified recombinant protein of MST2 was first auto-phosphorylated and then subjected to dephosphorylation by the reconstituted PP2Aa–STRN3–PP2Ac holophosphatase *in vitro*, with the residual phosphorylation level of MST1/2 being monitored to reflect the phosphatase activity. As expected, we found that the pMST1/2 was reduced in the presence of the PP2Aa–STRN3–PP2Ac holophosphatase (Fig. 3*A*, lane 1 *versus* lane 2). Importantly, addition of DSF into the system dramatically recovered the pMST1/2 following a dose-dependent manner (Fig. 3*A*).

**Figure 3:**
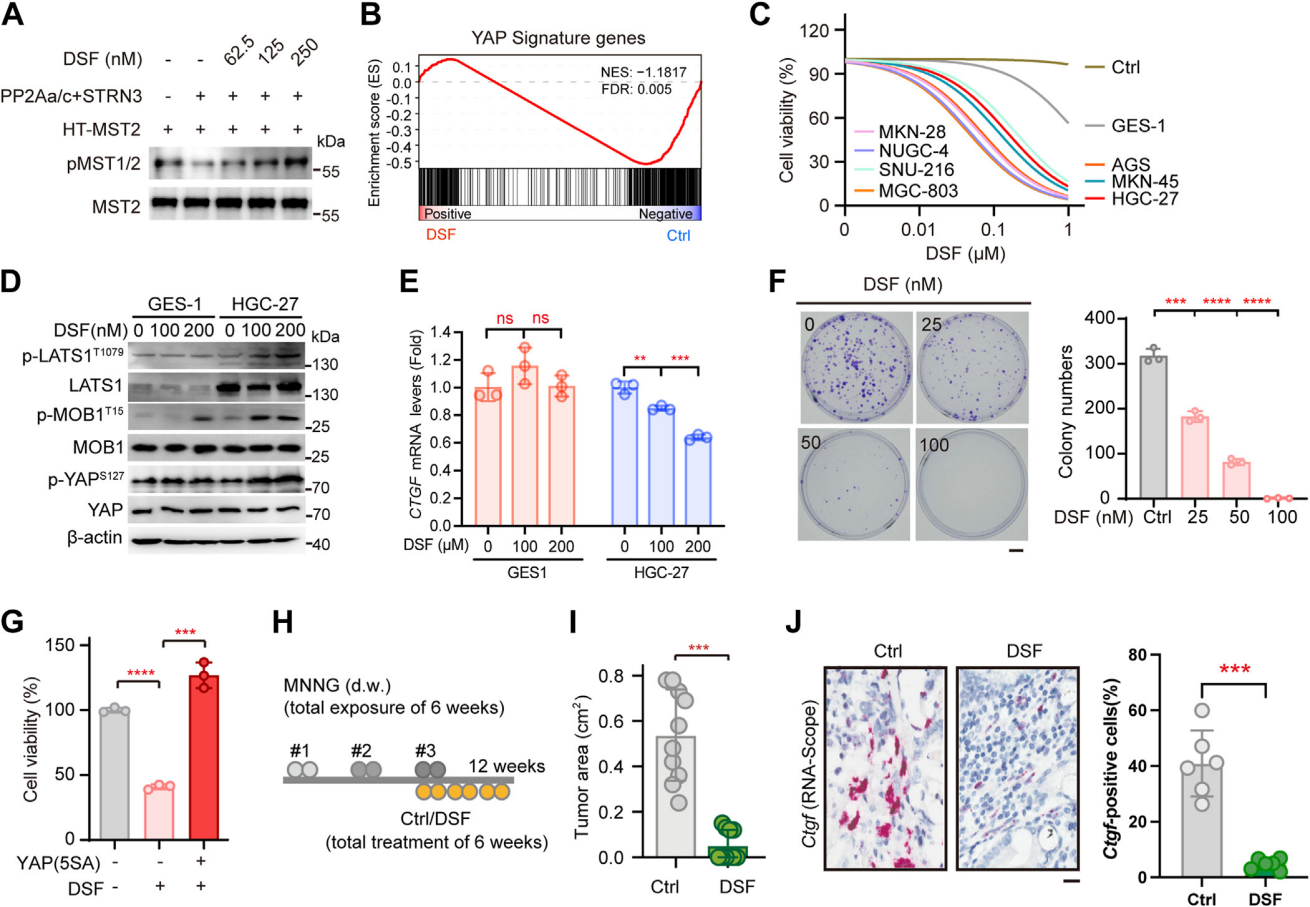
**DSF acts as a Hippo activator to inhibit GC.***A*, *in vitro* dephosphorylation assay to confirm the dose-dependent effects of DSF on the phosphatase activity of PP2Aa/c core enzyme using pMST2 (T180) as a substrate. *B*, gene set enrichment analysis (GSEA) of YAP signature genes in DSF-treated HGC-27 cells for 48 h. Normalized enrichment score (NES) and FDR values are indicated. *C*, cell viability of seven different GC cell lines (MKN-28, NUGC-4, SNU-216, MGC-803, AGS, MKN-45, and HGC-27) and one non-cancerous gastric epithelial cell line GES-1 towards DSF treatment. *D*, immunoblots of the phosphorylation levels of Hippo components including LATS1, MOB1, and YAP in GES-1 and HGC-27 cells with different doses of DSF treatment. *E*, mRNA levels of *CTGF* in GES1 and HGC-27 cells treated with indicated dose of DSF for 48 h (n = 3). Data are presented as means ± SD. The data were analyzed using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; n.s., no significance. *F*, the colony formation of HGC-27 cells treated with DSF of different doses (n = 3). The *right bar* figure represents the statistics of colony numbers. Data are presented as means ± SD. The data were analyzed using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. *G*, cell viability of HGC-27 cells treated with or without DSF after transfected with empty vector and YAP (5SA) plasmid for 48 h (n = 3). YAP (5SA): a constitutively active form of YAP (S61A/S109A/S127A/S164A/S381A). Data are presented as means ± SD. The data were analyzed using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗∗*p* < 0.001; ∗∗∗∗*p* < 0.0001. *H*, schematic illustration of treating MNNG-induced GC mice with DSF. #1, #2, and #3 indicate first, second, and third round of MNNG treatment, respectively. *Gray circle* above the line represents 1-week duration of MNNG treatment; *yellow circle* below the line represents 1-week duration of DSF treatment. *I*, areas of MNNG-induced GC tumors in control mice and those treated with DSF (n = 10 per group). Data are presented as means ± SD. Significance was tested using unpaired *t* test, ∗∗∗*p* < 0.001. *J*, RNA-Scope-IHC analysis and quantification of *Ctgf*-positive cells of MNNG-induced GC tumors in control mice and those treated with DSF. Scale bar represents 10 μm. Data are presented as means ± SD. Significance was tested using unpaired *t* test, ∗∗∗*p* < 0.001. DSF, disulfiram; GC, gastric cancer; MNNG, 1-Methyl-3-nitro-1-nitrosoguanidine.

Next, we performed an RNA-seq whole-transcriptome analysis of HGC-27 cells, in which Hippo signal was found to be diminished due to elevated STRN3 expression. 

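In the control library of HGC-27, a human gastric cancer cell line, transcripts of the scaffold subunit PP2Aa (PPP2R1A) stood at 48.7 TPM, a share of all transcripts corrected for length, and those of TEAD4, a DNA-binding partner of YAP, at 35.0 TPM. The kinases MST1 (STK4) and MST2 (STK3) stood at 1.23 and 1.29 TPM, STRN3 at 1.45 TPM, YAP1 at 3.38 TPM and TAZ (WWTR1) at 2.97 TPM. LATS1 was listed at 0 and LATS2 at 1.06 TPM. The deposited values cover only part of the annotated transcripts of most of these genes. They hold 2 of 20 for STK3, 2 of 7 for STK4, 3 of 8 for STRN3, 3 of 7 for LATS1 and 2 of 12 for PPP2R1A. A low value may therefore miss other transcripts, and these genes cannot be ranked by their values. All 10 markers of fibroblasts on a fixed list were measured, with the collagen genes COL1A2 at 22.3 TPM and COL3A1 at 271 TPM. No marker passed the filter among 12 of differentiated gastric epithelium, 10 of leukocytes and 8 of endothelium, and of 6 markers of embryonic kidney cells only PAX2 did, at 3.29 TPM. Among these markers, MUC5AC, ITGAM, PECAM1 and NEFL have no deposited value and could not pass. RNA-seq reads the RNA of a whole culture, here cells given the solvent DMSO (control), DSF or thiram (TH), the analog of DSF that carries methyl in place of ethyl groups. There was 1 library for each condition and no replicate, so the differences below have no replicate check and no p-value is given. The paper gives a treatment of 48 h and the sample labels 72 h, and the doses used for these libraries are not given in the sources used here. The paper and the labels also name different Illumina sequencers. The submitters' processing notes name HISAT2, Cufflinks, RSEM and the human genome build GRCh38.p10, and the paper names the Majorbio I-Sanger Cloud Platform. The authors deposited TPM values for transcripts of 33701 genes in order of transcript number, where the GENCODE v29 annotation holds 206534 transcripts. The listed values summed to 657916 TPM in the control library, 667467 in DSF and 650161 in TH, that is 65.0 to 66.7% of the total that TPM is scaled to, and TPM keeps no read depth, so the number of reads is unknown. Here the value of a gene is the sum of its listed transcripts, a median of 2 of the 8 annotated per gene. Fold changes were taken as log2((TPM + 1)/(control TPM + 1)), which understates the difference of low genes, over the 8801 genes with a mean of at least 1 TPM in the 3 libraries. The median of all genes lay at -0.13 in DSF and -0.02 in TH. Genes of high GC content were higher than those of low GC content in both. The rank correlation was 0.40 in DSF and 0.31 in TH over 8665 genes of at least 300 bases, a limit added after the data were seen.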

In cells treated with DSF, a total of 220 genes were significantly altered, among which 60 genes were upregulated and 160 genes were downregulated (Fig. S3*A*). 

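Among protein coding genes, 16 were at least 2-fold higher in the DSF library than in the control library and 75 were at least 2-fold lower. GPX4, which reduces lipid peroxides, stood at 14.6 TPM in the control and 44.8 TPM in DSF (log2 fold change 1.55), and the calcium-binding protein gene SRI at 25.1 and 54.0 TPM (1.08). The GPX4 value rests on 1 of 13 annotated transcripts, with a GC content of 71.0%, so a shift between transcripts or the GC trend may contribute. MT2A, a metallothionein that binds zinc and copper, stood at 2033 and 3939 TPM (0.95, from 1 of 5 annotated transcripts), and the histone gene H4C3 at 2.86 and 9.01 TPM (1.37). On the lower side, the transcriptional repressor gene ZHX1 stood at 21.2 TPM in the control and 3.98 TPM in DSF (-2.16) and the nuclear transport GTPase gene RAN at 69.9 and 19.5 TPM (-1.79). The values of ZHX1 and RAN rest on 2 of 8 and 3 of 12 annotated transcripts. PPP2CA, a catalytic subunit of PP2A on chromosome 5 of GRCh38 from 134194334 to 134226142, stood at 14.9 and 4.86 TPM (-1.44), a value that rests on 1 of its 6 annotated transcripts. XAGE1B, a cancer-testis antigen gene whose near-identical copy leaves its value uncertain, stood at 116 and 29.9 TPM (-1.92). GPX4, SRI, RAN and XAGE1B were chosen after the values were seen, since the rule by size fixed beforehand took almost only RNAs under 300 bases. Of 133 such RNAs, 51 were at least 2-fold higher and 24 at least 2-fold lower. A copy of 5S ribosomal RNA, RNA5S16, stood at 13.8 TPM in the control and 340 TPM in DSF (4.52), and another, RNA5S11, was listed at 0 in the control and at 172 TPM in DSF. The U6 small nuclear RNA genes RNU6-7 and RNU6-8 were listed at 0 in the control and at 60.1 TPM each in DSF, while the small nucleolar RNA SNORA81 stood at 16.4 and 2.39 TPM (-2.36) and the 5S pseudogene RNA5SP389 at 49.1 TPM and 0. Reads of such RNAs can be split among near-identical copies, so their values are uncertain. Over all 8801 genes, 73 were at least 2-fold higher and 117 at least 2-fold lower, that is 38.4% of 190 genes were higher. With fold changes centred on the median of all genes, 97 were higher and 69 lower, or 58.4% higher.

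**Figure D1:**
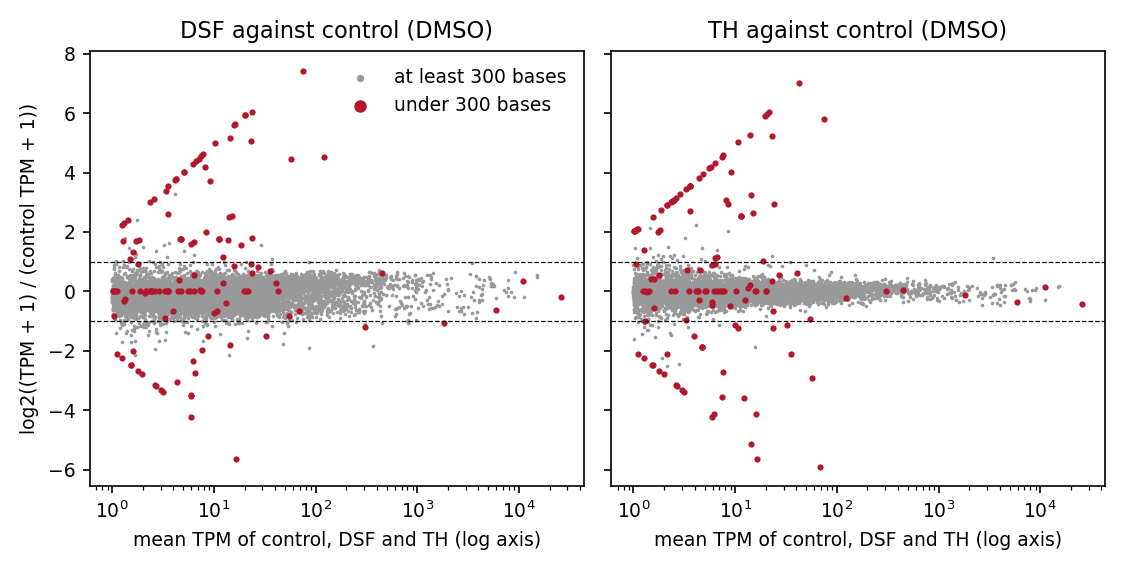
Log2 fold changes against mean TPM (log axis) for each of 8801 genes, with DSF on the left and TH on the right. Red points are the 133 genes under 300 bases, gray points all others, and dashed lines mark 2-fold differences. Most of the points farthest from the dashed lines are red in both panels, such as RNA5S11 in the DSF panel.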

Kyoto encyclopedia of genes and genome (KEGG) analysis and gene set enrichment analysis (GSEA) revealed a significantly negative correlation of DSF treatment with Hippo target gene expression (Figs. 3*B* and S3*B*). In addition, we also observed significant changes for expression of genes involved in DNA replication and platinum drug resistance, implying a role for DSF in DNA repair–related chemoresistance (Fig. S3*B*).

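All 12 measured genes of a list of 22 YAP/TAZ targets were lower in the DSF library than in the control library, by a median log2 fold change of -0.27, and 9 of the 12 lay below the median of all genes. Of the targets under the filter, IGFBP3 and ANKRD1 were higher in DSF and the others with a value lower. IGFBP3 stood at 0.65 TPM in the control and 1.28 TPM in DSF, and ANKRD1 at 0.02 and 0.14 TPM. CCDC80, an extracellular matrix protein gene, stood at 9.57 TPM in the control and 5.02 TPM in DSF (-0.81), and the growth arrest gene GADD45A at 8.87 and 5.70 TPM (-0.56). CCN1 (CYR61), a secreted matricellular protein gene on chromosome 1 of GRCh38 from 85580761 to 85583962, stood at 14.9 and 9.20 TPM (-0.64). CCN2 (CTGF), on chromosome 6 from 131948176 to 131951373, stood at 2.01 and 1.73 TPM (-0.14, but 0.068 with fold changes corrected for GC content, a setting added after the data were seen), and the angiomotin-like gene AMOTL2 at 6.21 and 4.33 TPM (-0.44). Of a broader YAP signature, 36 of 56 genes were measured, and 25 of them were lower and 11 higher, with a median of -0.19. Its largest differences were in the microtubule regulator STMN1, at 23.0 and 10.6 TPM (-1.05), and the myelin protein gene PMP22, at 7.68 and 4.08 TPM (-0.77). Among 10000 random lists of the same size matched on mean expression, the medians of these lists lay at the percentiles 19.9 and 20.2, so neither stood apart from other genes by lying among the lowest or highest 2.5% of such lists. The 24 measured Hippo pathway components had a median of -0.14 (percentile 58.6), with YAP1 at 4.11 TPM in DSF (0.22, but -0.12 by its most abundant transcript), TEAD4 at 41.5 TPM (0.24, but -0.033 corrected for GC content) and MOB1A at 12.0 and 10.2 TPM (-0.21), and the angiomotin gene AMOT at 3.62 and 2.18 TPM (-0.54). The 16 measured genes of STRIPAK and PP2A had a median of -0.02 (percentile 89.0), with STRN3 at 1.47 TPM in DSF (0.01) and the catalytic subunit PPP2CB at 18.7 and 12.8 TPM (-0.51). The enrichment score of Fig. 3B was not recomputed, since the paper's text does not give the members of its gene set. The paper draws on the lower expression of Hippo target genes and on phosphorylation, viability, colony and tumor assays (Fig. 3). Among these, constitutively active YAP restored the growth of cells given DSF (Fig. 3G), and CTGF mRNA fell in HGC-27 cells (Fig. 3E). From them the paper concludes that DSF inhibits GC growth through reactivated Hippo kinases.

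**Figure D2:**
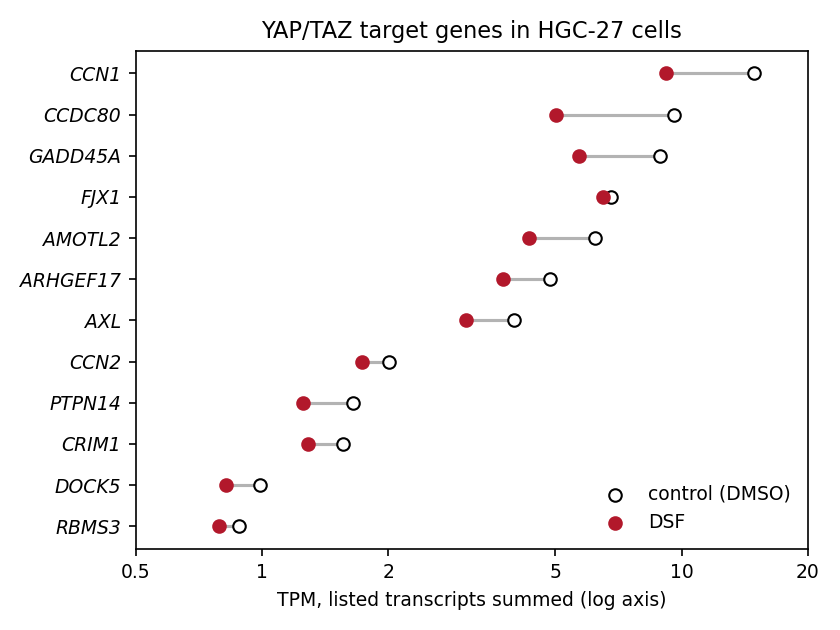
TPM (log axis) of the 12 measured YAP/TAZ target genes in the control library (open circles) and the DSF library (red circles), with 1 library each. Each red circle lies to the left of its open circle, from 14.9 to 9.20 TPM for CCN1 and from 2.01 to 1.73 TPM for CCN2.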

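Of 44 genes of DNA replication, 40 were measured, and 31 of them were lower in the DSF library and 9 higher, with a median log2 fold change of -0.27. The replicative helicase subunit MCM3 stood at 17.9 TPM in the control library and 8.10 TPM in DSF (-1.05), and MCM4 of the same helicase at 1.66 and 0.54 TPM (-0.79). GINS1, which holds the active helicase together, stood at 7.35 and 3.10 TPM (-1.03). The DNA polymerase epsilon subunit gene POLE2 went the other way, at 3.26 and 6.41 TPM (0.80). The median of the list lay at the percentile 1.7 of random lists matched on mean expression, below the lower limit, and 28 of its 40 genes lay below the median of all genes. Against random lists matched on GC content as well, a setting added after the data were seen, it lay at the percentile 21.4. Of 64 genes of platinum drug resistance, 39 were measured, with 18 higher, 21 lower and a median of -0.02 (percentile 89.0). The pro-apoptotic genes BAD and BID were higher, at 66.0 and 105 TPM (0.66) and at 21.0 and 30.0 TPM (0.49). The glutathione transferase gene MGST2 stood at 40.0 and 24.9 TPM (-0.66), and the mismatch repair gene MSH6, on chromosome 2 of GRCh38 from 47695530 to 47810101, at 6.59 and 2.48 TPM (-1.12). With fold changes corrected for GC content, also added after the data were seen, the platinum list had a median of 0.03 at the percentile 99.9, but uncorrected against lists matched on GC content it lay at 97.4, within the limits.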

DSF has been reported to inhibit the Src kinase activity (41), which otherwise can also activate YAP activity *via* phosphorylation of Y341/Y357/Y397 residues (42). To pinpoint whether the inhibitory effect of DSF on YAP inactivation is dependent on the STRIPAK-Hippo signaling or on the Src–YAP axis in GC, we examined DSF-induced YAP phosphorylation by using antibodies which specifically recognize phosphorylated serine (pSer) or phosphorylated tyrosine (pTyr). Interestingly, this analysis revealed that DSF dose-dependently increased the level of pYAP^Ser^ but only had a marginal effect on pYAP^Tyr^ (Fig. S3*C*).

Considering the well-characterized tumor suppressor function of the MST1/2 kinases, it is conceivable that DSF may eventually inhibit GC growth through reactivation of MST1/2. To examine the cytotoxic effect of DSF, we tested seven different GC cells lines (MKN-28, NUGC-4, SNU-216, MGC-803, AGS, MKN-45, and HGC-27) and one non-cancerous gastric epithelial cell line GES-1. The results showed that DSF markedly inhibited the viability of the seven GC cell lines tested, with IC_50_ values ranging from 40 nΜ to 190 nΜ (Figs. 3*C* and S3*D*). In contrast, GES-1 cells were relatively resistant to DSF treatment showing an IC_50_ value of 1.29 μΜ ((Figs. 3*C* and S3*D*), results suggesting a selective cytotoxic effect of DSF toward GC and a therapeutic window toward GC treatment. To validate this, we examined the Hippo signaling in DSF-treated GES-1 and HGC-27 cells and found that DSF dose-dependently promoted the phosphorylation of LATS1, MOB1, and YAP in HGC27 cells but not GES-1 cells, results indicative of selectively reactivating Hippo signaling in cancer (Fig. 3*D*). Consistent with these observations, DSF treatment also significantly reduced the mRNA levels of YAP target genes *CTGF* in HGC-27 but not GES1 cells (Fig. 3*E*).

In addition, we performed colony formation assay to verify the long-term effect of DSF on GC growth and consistently observed that DSF significantly inhibited colony formation of HGC-27 cells in a dose-dependent manner (Fig. 3*F*). Moreover, transfection of a constitutively active form of YAP (5A mutant) fully rescued DSF-inhibited growth of GC cells, again confirming the restoration of the suppressive effect of Hippo signal on YAP activity upon DSF treatment (Fig. 3*G*). Given that DSF can act as copper ionophore (43), we also assessed the potential effect of copper ion on the antitumor capacity of DSF. The results showed that addition of copper ion further dramatically enhanced such suppressive effect of DSF on HGC-27 cell viability (Fig. S3, *E* and *F*).

To further evaluate the antitumor efficacy of DSF *in vivo*, we applied a chemical carcinogen (1-Methyl-3-nitro-1-nitrosoguanidine, MNNG)-induced GC model following a standard procedure (44). Briefly, drinking water containing MNNG was served to mice for 2 weeks and then normal water for the next 2 weeks. After a 6-week period of MNNG treatment, the mice were further treated with or without DSF intravenously once tumors became palpable (Fig. 3*H*). Consistently, the area of tumors in mice receiving DSF was found to be substantially smaller than those in control mice (Fig. 3*I*). These observations were further confirmed by sharp decrease of *Ctgf* expression shown by RNA-Scope analysis (Fig. 3*J*). Taken together, these results demonstrated a therapeutic effect of DSF on selective inhibition of GC but not normal cell growth through reactivating Hippo kinases.

### DSF inhibits DNA repair and sensitizes GC to chemotherapy

In addition to suppress cell growth, we previously also revealed that the MST1/2 kinases, once released from STRIPAK complex, could enter the nucleus to suppress DNA repair upon chemotherapy treatment, and loss of the Hippo signal resulted in acquired drug resistance (26). 

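Of 19 genes of non-homologous end joining, 14 were measured in the DSF and control libraries of HGC-27 cells, and 9 were lower and 5 higher with DSF. XRCC6, which encodes Ku70 at broken DNA ends, stood at 224 TPM in the control and 146 TPM in DSF (log2 fold change -0.61), and NHEJ1 (XLF) at 11.3 and 5.50 TPM (-0.92). APTX, which removes blocked groups from DNA ends, stood at 11.3 and 4.41 TPM (-1.18) as a sum of its listed transcripts, but at 0.04 on the log2 scale by its most abundant transcript alone. Of 38 genes of homologous recombination and the Fanconi anaemia pathway, 27 were measured, with 20 lower and 6 higher. The checkpoint kinase gene CHEK2 stood at 11.1 and 7.32 TPM (-0.54). Of 26 genes of nucleotide excision and mismatch repair, 18 were measured, with 12 lower and 6 higher, among them the damage sensor DDB1 at 106 and 70.9 TPM (-0.57) and CETN2 at 6.97 and 10.4 TPM (0.52). The histone variant gene H2AX stood at 29.2 and 33.7 TPM (0.20, but -0.26 corrected for GC content). The medians of the 3 lists were -0.14, -0.14 and -0.11, at the percentiles 43.8, 67.7 and 62.1 of matched random lists, so none of these lists stood apart from other genes in the DSF library.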

Based on the RNA-seq analysis in DSF-treated HGC-27 cells (Fig. S3*B*), we speculated that DSF-mediated MST1/2 activation may also enhance the sensitivity of GC cells towards chemotherapy *via* inhibiting DNA repair ability. To test this hypothesis, we first examined the DNA repair efficiency in DSF-treated cells using a well-established DNA double strand break reporter system (45, 46). Indeed, treatment with DSF greatly suppressed nonhomologous end-joining repair capacity in a dose-dependent manner (Fig. 4*A*). Moreover, we also treated HEK293A cells with etoposide for 2 h to induce DNA damage as shown by increased levels of γ-H2AX, a DNA damage marker; and the cells were further incubated with or without DSF for another 6 h (Fig. 4*B*, upper panel). Consistent with our notion that DSF inhibits DNA repair, we found the damaged DNA was repaired much more slowly (as measured by residual γ-H2AX level) in DSF-treated cells when compared with the control DMSO-treated cells (Fig. 4*B*).

**Figure 4:**
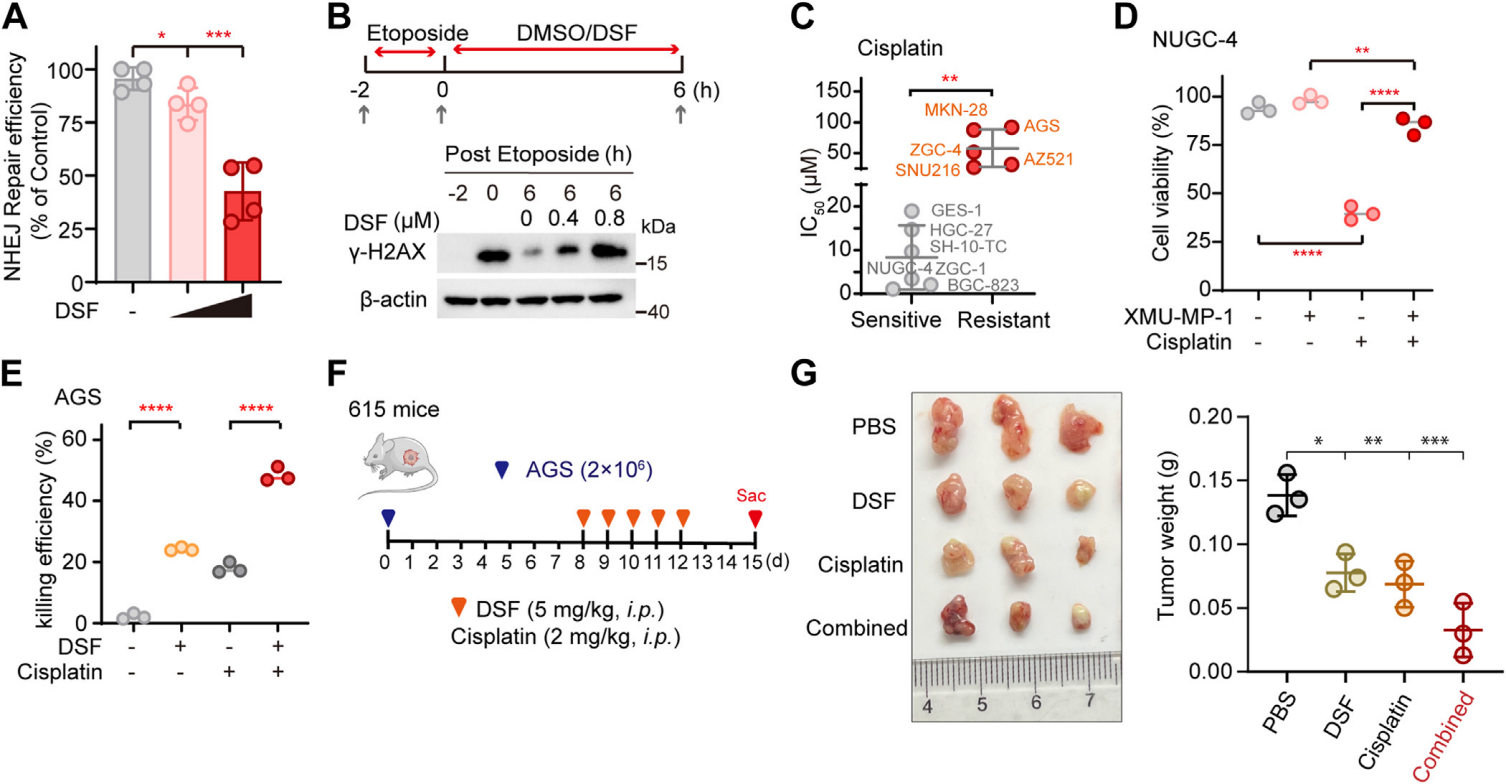
**DSF sensitizes GC to cisplatin *via* limiting DNA repair capacity.***A*, HGC-27 cells treated with increased dose of DSF were subjected to NHEJ reporter assay (n = 4). Data are presented as means ± SD. Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗*p* < 0.05; ∗∗∗*p* < 0.001. *B*, immunoblots of γ-H2AX expression incubated with or without DSF. Experimental workflow of DSF treatment in HEK293A cells pre-treated with 20 μM etoposide for 2 h. *C*, IC_50_ values in the indicated different cell lines treated with cisplatin. The cells were divided into two groups: cisplatin sensitive or resistant. Data are presented as means ± SD. Significance was tested using unpaired *t* test, ∗∗*p* < 0.01. *D*, cell viability of NUGC-4 treated with XMU-MP-1 and cisplatin or combination (n = 3). Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗∗*p* < 0.0001. *E*, killing efficiencies of AGS cells treated with 0.05 μM DSF and 20 μM cisplatin or in combination (n = 3). Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗∗∗*p* < 0.0001. *F*, schematic illustration of the tumor formation assay *in vivo*. *G*, photograph showing tumors in mice bearing AGS cells were intratumorally administered DSF and cisplatin, either alone or in combination (*left panel*). Tumor weight was measured in the indicated groups (*right panel*). Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. DSF, disulfiram; GC, gastric cancer; NHEJ, nonhomologous end-joining.

Given our findings that DSF can reactivate MST1/2 kinases and inhibit DNA repair, we next assess the possible correlation of MST1/2 kinases activities with chemotherapy resistance. To this end, we first examined the IC_50_ values of 11 different GC cells towards cisplatin, a first-line chemotherapy drug. Based on the IC_50_ values, we divided the 11 GC cell lines into two groups: cisplatin-sensitive (IC_50_ < 20 μΜ) and cisplatin-resistant (IC_50_> 20 μΜ). We found the cell lines with relatively higher levels of pMST1/2 such as NUGC-4 were more sensitive to cisplatin, while the cell lines with lower levels of pMST1/2 such as AGS, AZ521, and MKN-28 were more resistant to cisplatin (Figs. 4*C* and S4*A*). Moreover, co-treatment of NUGC-4 cells with XMU-MP-1, a MST1/2 kinase inhibitor (47), triggered much more resistance to cisplatin (Fig. 4*D*).

Considering AGS and MKN-28 cells are intrinsically resistant to cisplatin and that DSF could restore the MST1/2 kinases activities, we thus used these two cell lines to evaluate whether targeting to recover pMST1/2 by DSF could enhance cisplatin sensitivity. Notably, cisplatin alone or DSF alone exhibited only about 20% efficiency in killing cancer cells with nontoxic concentrations, yet combining DSF with cisplatin resulted in about 50% death of AGS or MKN-28 cells (Figs. 4*E* and S4*B*). To further investigate the combined therapeutic effect of cisplatin and DSF *in vivo*, we next compared the tumor formation abilities using a xenograft mouse model. Briefly, we first injected mice subcutaneously with AGS cells for 1 week to allow tumor growth until they were palpable, then the mice were intratumorally injected with either cisplatin or DSF or a combination of both drugs, for another five consecutive days and harvested the tumors at 15 days post tumor transplantation (Fig. 4*F*). While cisplatin or DSF treatment yielded modestly lower tumor weights than that of control treatment, combination of cisplatin and DSF almost diminished tumor growth (Fig. 4*G*), illustrating elevated Hippo kinase activity *via* DSF re-sensitized tumors to cisplatin resistance.

### The DSF structural analog thiram functions similarly as a Hippo activator

Encouraged by the antitumor effect of DSF and its combination with cisplatin, we went on to screen structural analogs of DSF and speculated that they could exert similar functions as MST1/2 kinases agonist. To this end, we used the structural formula of DSF as a model to query the compounds showing 90% similarity to DSF and thus obtained 104 compounds. Next, we selected the top six compounds for further analysis (Fig. S5*A*). Similar to DSF, we found all these six compounds could dose-dependently inhibit HGC-27 cancer cell growth, with CAS 5675-76-3 having the strongest killing effect (Fig. S5*B*). Interestingly, we observed that thiram (TH) shows the highest similarity with DSF and was thus chosen as an example to illustrate whether these analogs had similar functions as DSF (Fig. 5*A*).

**Figure 5:**
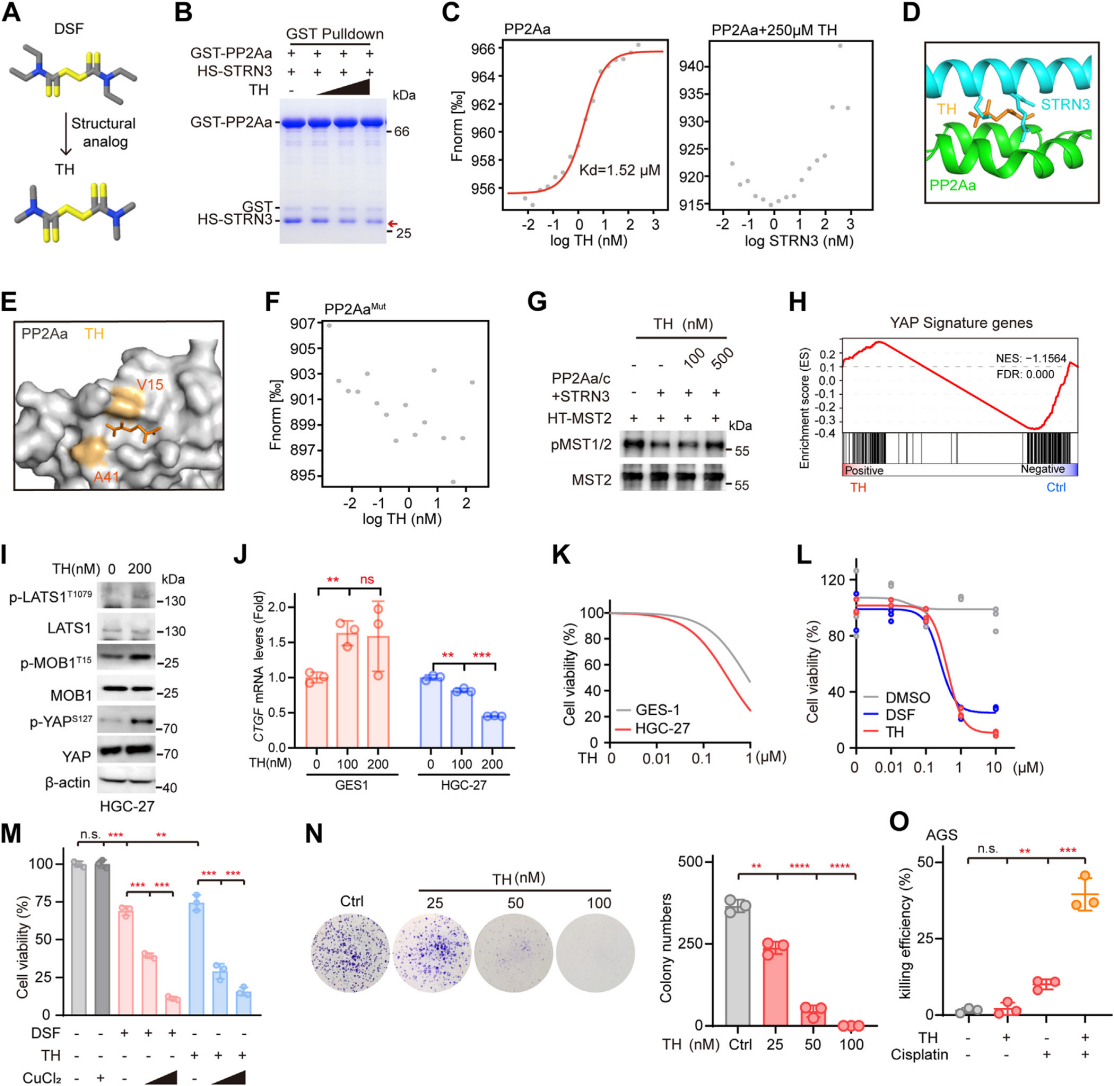
**TH acts as a structural analog of DSF to inhibit GC.***A*, the chemical structures of DSF and TH. *B*, GST pulldown assay to demonstrate the dose-dependent disruption effect of TH on PP2Aa–STRN3 association. The dosage for TH is 0, 2.5, 5, 10 μM, respectively. *C*, MST assay to show the interruption effect and association between TH and PP2Aa. *D*, virtual docking of TH binding to first HEAT repeat of the PP2Aa-occupied STRN3-binding site. STRN3 was colored by *cyan* while PP2Aa was colored by *green*. *E*, surface structure to highlight the binding pocket (V15, A41) of TH towards PP2Aa. PP2Aa was shown as surface. *F*, detection of the disruption effect of PP2Aa mutant in binding with DSF by MST assay. PP2A^Mut^: PP2Aa mutant variant with V15 and A41 substituted with a glutamate. *G*, *in vitro* dephosphorylation assay to confirm dose-dependently effects of TH on the phosphatase activity of PP2Aa/c core enzyme using pMST2 (T180) as a substrate. *H*, GSEA analysis of YAP signature genes in TH-treated HGC-27 cells for 48 h. Normalized enrichment score (NES) and FDR values are indicated. *I*, immunoblots of the phosphorylation level of Hippo components in HGC-27 cells treated with or without TH (200 nM). *J*, relative mRNA levels of *CTGF* in GES-1 and HGC-27 cells treated with TH for 48 h (n = 3). Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. *K*, cell viability of two different cell lines (HGC-27 and GES-1) with TH treatment (n = 3). *L*, cell viability of HGC-27 cells treated with DSF or TH (n = 3). *M*, cell viability of HGC-27 cells treated with DSF/TH or DSF/TH-Cu complex (n = 3). Data are presented as means ± SD. The data were analyzed using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. *N*, the colony formation of HGC-27 cells treated with TH of different doses (n = 3). The *right bar* figure represents the statistics of colony numbers. Data are presented as means ± SD. The data were analyzed using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗∗*p* < 0.0001. *O*, killing efficiencies of AGS cells treated with 0.1 μM TH and 10 μM cisplatin alone or in combination. Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; n.s., no significance. DSF, disulfiram; GC, gastric cancer; GSEA, gene set enrichment analysis; MST, microscale thermophoresis.

First, we examined whether TH can also disrupt the PP2Aa–STRN3 interaction. Indeed, both GST pulldown and MST assays showed that TH can efficiently disrupt the interaction between STRN3 and PP2Aa in a dose-dependent manner (Fig. 5, *B* and *C*), which was further validated by Co-IP assay performed in HEK293A cells (Fig. S5*C*). Moreover, TH can also directly bind to PP2Aa with a Kd value of 1.52 μM (Fig. 5*C*), a 14-fold stronger binding affinity than that between STRN3 and PP2Aa (Kd = 20.7 μM, Fig. 2*A*). Next, we performed virtual molecular docking of TH onto PP2Aa (Fig. S5*D*) and found that TH also tends to embed into the PP2Aa pocket which was formed by amino acid residues V15 and A41 and was shown to accommodate STRN3 or DSF (Fig. 5, *D* and *E*). As expected, MST assay showed that mutation of V15D, A41D, or in combination completely abolished the ability of PP2Aa to bind TH (Figs. 5*F* and S5*E*). Therefore, we concluded that TH occupied the STRN3-binding pocket on PP2Aa to prevent STRN3 binding, as did DSF (Fig. 5*D*). In addition, the *in vitro* dephosphorylation assay reproducibly demonstrated that TH could dose-dependently recover the phosphorylation levels of MST1/2 kinases (Fig. 5*G*).

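Thiram (TH) and DSF differ in the alkyl groups on nitrogen, and their libraries were compared with the same control library and with each other. Among protein coding genes, 15 were at least 2-fold higher in TH than in the control and 17 at least 2-fold lower. CCNQ, a cyclin gene, stood at 3.15 TPM in the control and 15.9 TPM in TH (log2 fold change 2.02), the splicing protein gene SNRPD3 at 16.5 and 39.0 TPM (1.19) and MT2A at 4414 TPM in TH (1.12). RRM2, a subunit of ribonucleotide reductase, stood at 14.9 and 27.6 TPM (0.85). SLC35A4, a solute carrier gene, stood at 25.4 and 6.25 TPM (-1.87) and DPH5, of diphthamide synthesis, at 10.6 and 4.28 TPM (-1.13). Of these genes, all but MT2A were chosen after the values were seen. Each value rests on part of the annotated transcripts, such as 2 of 9 for CCNQ and 1 of 4 for SLC35A4. Over all 8801 genes, 75 were at least 2-fold higher in TH and 53 at least 2-fold lower, and of the 133 RNAs under 300 bases 51 were higher and 30 lower. Among these, the 5S ribosomal RNA copy RNA5S2 stood at 125 and 1.12 TPM (-5.90), and the U6 pseudogene RNU6-3P was listed at 0 in the control and at 129 TPM in TH. Between TH and DSF directly, 110 genes were at least 2-fold higher in TH and 67 at least 2-fold lower, or 83 and 73 with differences centred on the median of all genes and 51 and 51 over genes with all transcripts listed, a setting added after the data were seen. Among protein coding genes the split was 54 and 16. RAN stood at 52.9 TPM in TH, 1.39 above DSF on the log2 scale, ZHX1 at 17.2 TPM (1.87) and PPP2CA at 14.8 TPM (1.44). The ubiquitin ligase gene RNF40, also chosen after its values were seen, stood at 7.47 TPM in DSF and 1.66 TPM in TH (-1.67). GPX4 stood at 27.4 TPM in TH, 0.86 above the control and -0.69 against DSF. The doses of both compounds are not given in the sources used here, so doses may differ between them. DSF and TH shared 23 of their higher genes, where independent lists would share 0.622, and 22 of their lower genes, where they would share 0.705. Simulated libraries without any effect, set against 1 shared control, shared a mean of 50.9 higher and 51.1 lower genes, more than were observed. The sizes of the simulated lists were not kept and may be larger than those observed, so these counts are not directly comparable. Across all genes, which are not independent replicates, their fold changes had a Pearson r of 0.43 (Spearman rho 0.58). The simulation gave 0.50, a value fixed beforehand by equal noise in every library, so it cannot separate an effect from none. Its noise came from the differences between TH and DSF, which hold any real difference between the compounds. The interquartile range of log2 fold changes was 0.50 in DSF but 0.26 in TH, so equal noise may not hold. The covariance was 0.0874 beside a simulated 0.120. Over genes of at least 300 bases, a limit added after the data were seen, r was 0.54 beside a simulated 0.50 and the covariance 0.0492 beside 0.0499. The 1 control library cannot be split, so the whole overlap may come from it.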

Subsequently, we also performed an RNA-seq whole-transcriptome analysis in HGC-27 cells treated with TH, which showed a total of 90 genes were significantly altered, with 44 and 46 genes upregulated and downregulated, respectively (Fig. S5*F*). Further GSEA also revealed a negative correlation of TH treatment with YAP signature genes’ expression (Fig. 5*H*). 

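Of the 12 measured YAP/TAZ targets, 7 were lower and 5 higher in the TH library than in the control library, with a median log2 fold change of -0.06, and 6 lay below the median of all genes. CCDC80 stood at 6.34 TPM in TH (-0.53), CCN1 at 11.3 TPM (-0.37) and CCN2 at 1.78 TPM (-0.11). RBMS3, which encodes an RNA-binding protein, stood at 0.88 TPM in the control and 1.35 TPM in TH (0.32), and DOCK5, an activator of Rac, at 0.99 and 1.30 TPM (0.21). Of the broader YAP signature, 21 genes were lower and 15 higher, with a median of -0.05. Its member MDFIC stood at 2.64 TPM in the control and 5.30 TPM in TH (0.79, but -0.086 by its most abundant transcript), and the mitotic gene CENPF at 4.94 and 3.75 TPM (-0.32). The medians lay at the percentiles 37.9 and 20.3 of matched random lists, within the limits. By the most abundant transcript of each gene, the 10 YAP/TAZ targets then measured had a median of -0.19 at the percentile 2.65, just inside the lower limit. Against the DSF library, 11 of the 12 targets were higher in TH, with a median of 0.29 at the percentile 95.8, also within the limits. Hippo pathway components had a median of -0.01 in TH (percentile 71.3) and the genes of STRIPAK and PP2A one of 0.02 (percentile 76.8), with PPP2R1A at 59.2 TPM (0.28). Genes of DNA replication had a median of -0.07 in TH (percentile 6.86), with MCM3 at 13.2 TPM (-0.41), and those of platinum drug resistance one of 0.04 (percentile 90.8), with BRCA1 at 1.66 and 2.40 TPM (0.35). DNA replication genes were higher in TH than in DSF, by a median of 0.22 at the percentile 99.4, but at 95.5 against lists matched on GC content as well.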

To further verify the regulatory effect of TH on Hippo pathway, we treated HGC-27 cells with TH and found an increase in the phosphorylation levels of LATS1, MOB1, and YAP (Fig. 5*I*), as well as the mRNA expression levels of *CTGF*, in a dose dependent manner (Fig. 5*J*). In sharp contrast, no significant change was detected for mRNA expression levels of *CTGF* in GES-1 cells treated with TH (Fig. 5*J*).

Also, we examined the inhibitory effect of TH on GC cell growth and found that TH markedly reduced the viability of HGC-27 cells with an IC_50_ of 0.4 μM, which is comparable to that of DSF (Fig. 5, *K* and *L*). Given that DSF inhibition of GC can be greatly enhanced by copper ion as well as that TH can also form stable complex with copper ion (48), we then assessed the potential effect of copper ion on the antitumor capacity of TH (49) and similarly revealed addition of copper ion markedly enhanced TH inhibition of GC cell growth (Figs. 5*M* and S5*G*). At last, we performed colony formation assay to verify the long-term effect of TH treatment on GC cell growth and found that TH significantly inhibited colony formation of HGC-27 cells (Fig. 5*N*). In addition, we also compared the repair dynamic of HGC-27 cells pre-treated with etoposide for 2 h before incubated with or without TH for another 6 h to evaluate its inhibitory effect on DNA repair. In extremely resemble to DSF, we found the DNA repair capacity of GC cells was decreased upon TH treatment (Fig. S5*H*). Consistent with this observation, TH treatment also significantly sensitized GC cells to cisplatin (Fig. 5*O*).

Taken together, these results demonstrated that TH, as a structural analog of DSF, can not only reactivate MST1/2 kinases *via* disrupting the PP2Aa–STRN3 interaction to limit GC growth but also sensitize GC to chemotherapy *via* inhibiting DNA repair, results again confirming the feasibility and efficacy of targeting the PP2Aa–STRN3 interaction in the STRIPAK complex.

### AlphaScreen identifies CX as an inhibitor of the STRN3–MST1/2 interaction

After the verification of the PP2Aa–STRN3–based targeting strategy, we reasoned that the compounds disrupting another sub-complex within STRIPAK, that is, STRN3–MST1/2 interaction, would have similar effect with or even better selectivity (Fig. 6*A*). To this end, we subjected the AlphaScreen assay using purified STRN3 and MST2 recombinant proteins against the same library to identify compounds which are able to disrupt the STRN3–MST2 interaction (Fig. 1*A*). Following a similar two-round AlphaScreen selection (Tables S3 and S4), we identified ten candidate compounds which might disrupt the STRN3–MST2 interaction (Fig. S6, *A* and *B*). A subsequent MBP pull-down assay validated three compounds including CX-6258 (CX), suramin sodium salt, and azeliragon, which were able to disrupt the STRN3–MST2 interaction (Fig. S6*C*). Further cell viability assay showed that CX, but not suramin sodium salt or azeliragon, can significantly inhibit HGC-27 cell growth (Fig. S6, *D* and *E*).

**Figure 6:**
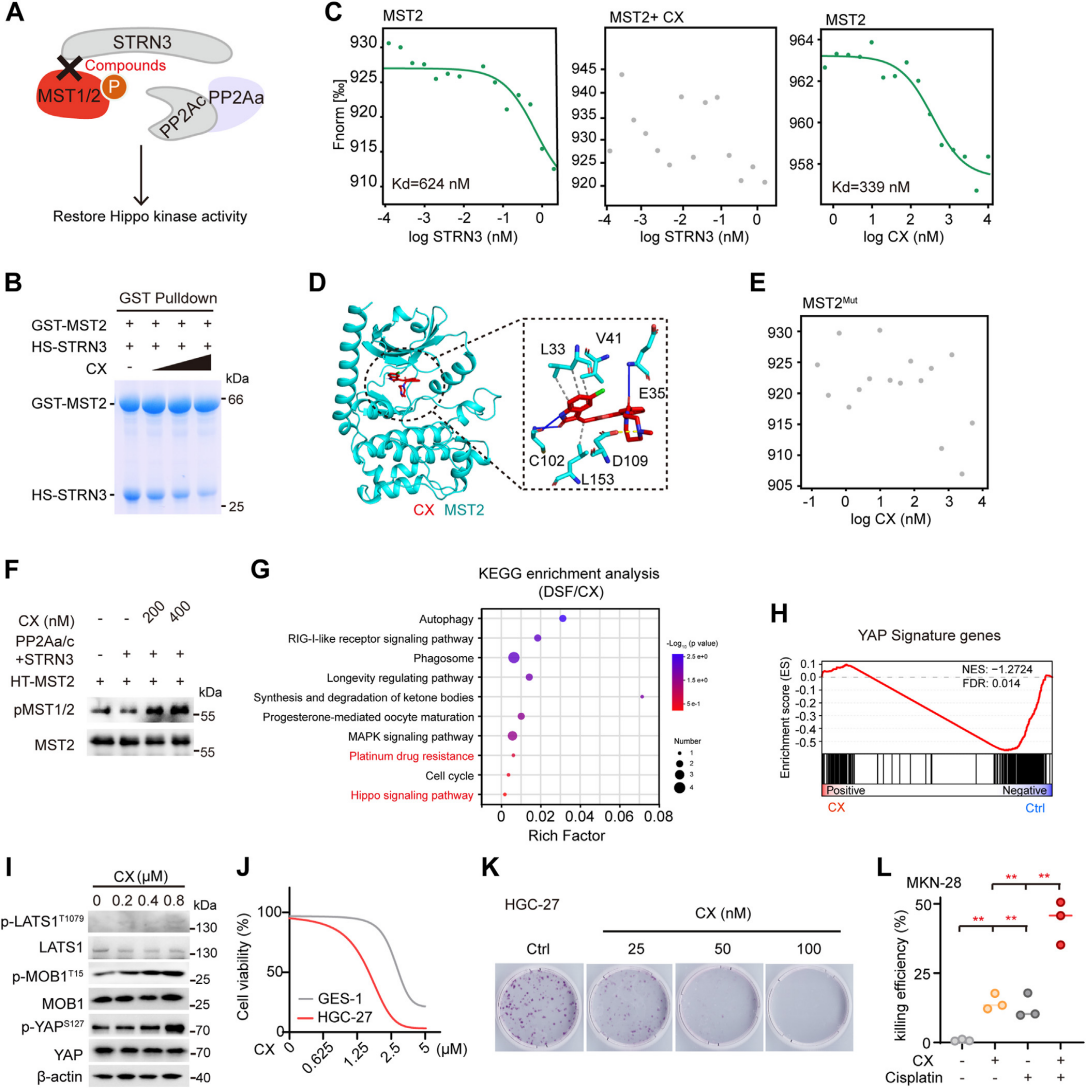
**CX disrupts the STRN3–MST2 interaction to recover YAP activity.***A*, graphic illustration for compounds used to disrupt STRN3–MST2 interaction for restoration of MST1/2 kinases. *B*, GST pulldown assay to confirm the disruption effect of CX on STRN3-MST2 in different doses (0, 2.5, 5, 10 μM). *C*, measurement of CX-MST2 binding affinity and its inhibitory effect on STRN3-MST2 association by MST assay. *D*, virtual docking of CX binding to the ATP-binding pocket of MST2. *Gray dash line*: hydrophobic interaction; *blue line*: hydrogen bond; *yellow dash line*: salt bridge. *E*, MST assay to detect the binding efficiency of CX towards the MST2 mutant. MST2^Mut^ refers to L33/E35/V41A mutant of MST2. *F*, *in vitro* dephosphorylation assay to confirm dose-dependently effects of CX on the phosphatase activity of PP2Aa/c core enzyme using pMST2 (T180) as a substrate. *G*, KEGG enrichment analysis of altered pathways enriched of common 60 altered genes in DSF/CX-treated HGC-27 cells. *H*, GSEA analysis of YAP signature genes in CX-treated HGC-27 cells for 48 h. *I*, immunoblots of the phosphorylation level of Hippo components in HGC-27 cells treated indicated dose of CX. *J*, cell viability of two different cell lines (HGC-27 and GES-1) with CX treatment (n = 3). *K*, the colony formation of HGC-27 cells treated with DSF of different doses. *L*, killing efficiencies of MKN-28 cells treated with 1 μM CX and 20 μM cisplatin or in combination. Significance was tested using one-way ANOVA, followed by the Tukey’s post hoc test. ∗∗*p* < 0.01. CX, CX-6258; HS, His-Sumo-tagged; DSF, disulfiram; GSEA, gene set enrichment analysis; KEGG, Kyoto encyclopedia of genes and genome; MST, microscale thermophoresis.

Next, GST pull-down and Co-IP assays further confirmed that CX could disrupt the MST2–STRN3 interaction in a dose-dependent manner (Figs. 6*B* and S6*F*). Consistently, MST assay showed that STRN3 and MST2 could not bind with each other in the presence of CX (Fig. 6*C*). Moreover, CX can directly bind to MST2 with a Kd value of 339 nM, a relatively higher binding affinity than STRN3 (Kd = 624 nM) and that CX may compete with STRN3 for binding MST2 (Fig. 6*C*). Further molecular docking suggested that CX may contact the side chain of amino acid residues L33, V41, and L153 of MST2 through hydrophobic interactions on one hand and form hydrogen bond or salt bridge with amino acid residues E35, C102, and D109 of MST2 on the other (Fig. 6*D*). To verify the docking result, we constructed a mutant variant of MST2 with L33/E35/V41 substituted with alanine (referred as MST2^Mut^) and showed that the MST2^Mut^ failed to bind with CX analyzed by MST assay (Fig. 6*E*).

### CX reactivates Hippo to inhibit GC growth and sensitize GC to cisplatin

Consistent to its blocking effect on the STRN3–MST2 interaction, our *in vitro* dephosphorylation assay showed that CX recovered the phosphorylation level of MST2 in a dose-dependent manner (Fig. 6*F*). A subsequent RNA-seq analysis in CX-treated HGC-27 cells identified a total of 374 significantly altered genes, among which 47 were upregulated and 327 were downregulated (Fig. S6*G*). We then compared the RNA-seq results obtained in DSF- and CX-treated cells and identified 60 genes with expression significantly altered in both cases (Fig. S6*H*). Further Kyoto encyclopedia of genes and genome analysis of these 60 genes enriched the Hippo signaling pathway and platinum drug resistance (Fig. 6*G*). GSEA analysis revealed a negative correlation of CX treatment with YAP target genes’ expression (Fig. 6*H*).

Supporting its role of reactivating Hippo, CX treatment enhanced the phosphorylation levels of LATS1, MOB1, and YAP in a dose-dependent manner in HGC-27 cells (Fig. 6*I*). Meanwhile, CX treatment also significantly dose-dependently decreased the mRNA levels of YAP target genes *CTGF* in HGC-27 cells (Fig. S6*I*). Moreover, CX treatment inhibited the cell viability (Fig. 6*J*) and colony formation (Figs. 6*K* and S6*J*) of HGC-27 cells. In addition, CX displayed an inhibition rate towards HGC-27 cells comparable with DSF (Fig. S6*K*). To further assess the potential regulatory effects of CX on DNA repair and drug resistance, we examined γ-H2AX levels in CX-treated 293A cells and found that CX markedly attenuated the repair of cisplatin-induced DNA damage (Fig. S6*L*). Consistently, CX greatly sensitized GC cells to cisplatin as shown by dramatically increased killing efficiency of cisplatin in combination with CX (Fig. 6*L*). Taken together, these results validated the feasibility and efficacy of targeting the STRN3–MST1/2 interaction in the STRIPAK complex.

## Discussion

The last 2 decades have witnessed great drug discovery effort towards the Hippo pathway against various diseases including tumors (5, 50, 51). Multiple candidates directly targeting YAP, TEADs, and their interactions have been identified. Our previous study identified STRN3 as a key regulatory subunit recruiting MST1/2 kinases to the PP2A core enzyme and thereby causing loss of Hippo tumor suppressor signaling in GC (16). The PP2A phosphatase has been characterized with multifaceted biological functions depending on the specific type of its regulatory subunit that is responsible for substrate recruitment. For example, PP2A phosphatase containing B55/56 regulatory subunit acts as a tumor suppressor by limiting the oncogenic activity of Myc in normal cells (52, 53) but may shift to play an oncogenic role due to upregulation of the STRN3 regulatory subunit in cancer cells (16). Thus, selective targeting of PP2A represents a long-standing challenge in the field of drug discovery. Previously, we showed that peptide mimetics-mediated selective targeting of the STRN3-containing PP2A can restore the Hippo signaling against cancer and that targeting STRIPAK complex can inhibit DNA repair therefore sensitizing cancer to PARP inhibition (16, 26). Here, we revisited the STRN3-containing PP2A and STRIPAK complex and discovered that pharmacological targeting of the PP2Aa–STRN3 or STRN3–MST1/2 interactions with FDA-approved drugs can potently recover the Hippo tumor suppressor signaling and selectively kill cancer cells (Fig. 7).

**Figure 7:**
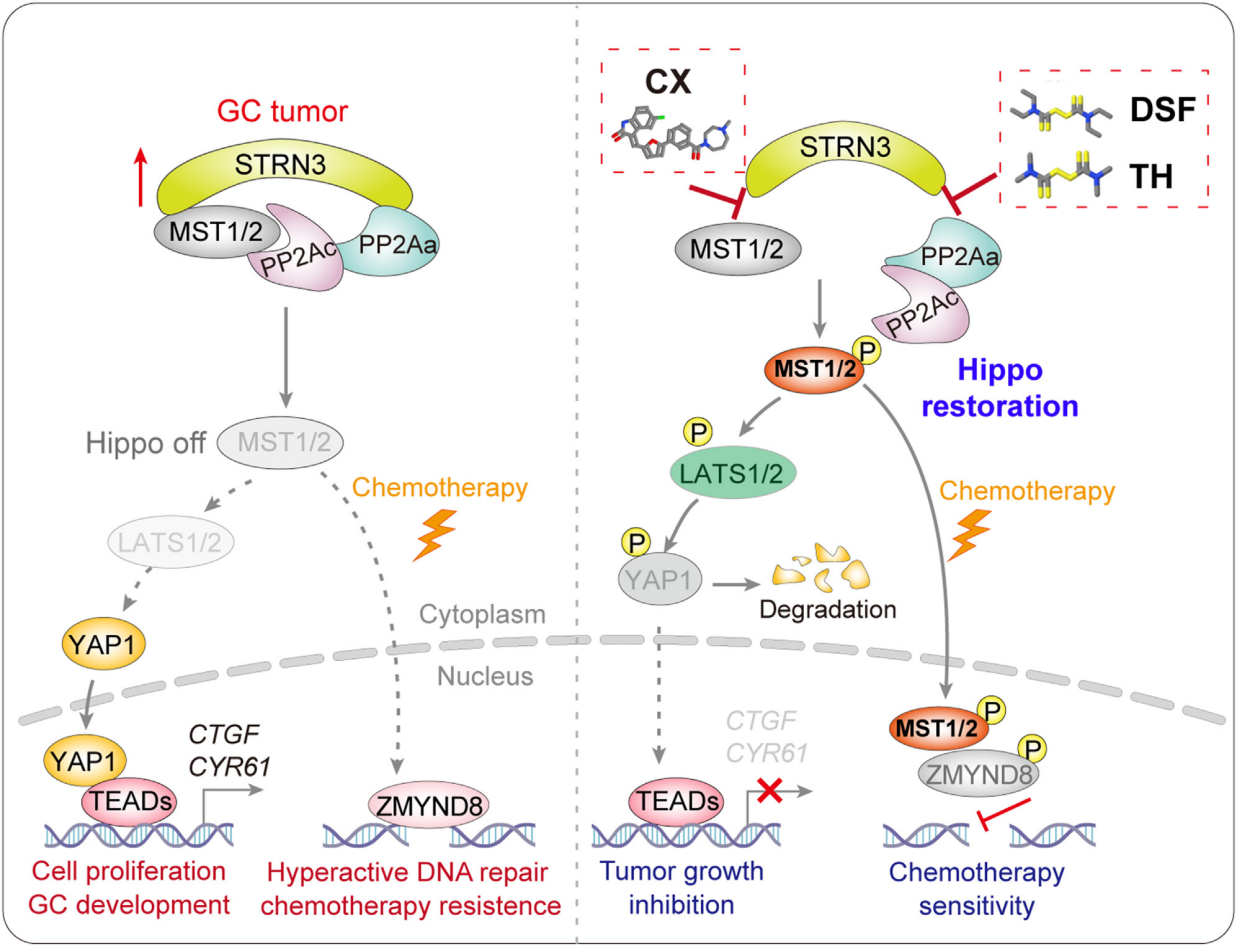
**A schematic illustration of the rationale of Hippo restoration for GC treatment.** The STRN3 acts as a bridge to link PP2A phosphatase and MST1/2 kinases, mediating the dephosphorylation of MST1/2. As such, the activity of MST1/2 is properly controlled. In tumors, STRN3 upregulation leads to enhanced inhibition of MST1/2 (Hippo off), resulting in the defective of LATS1/2-mediaed YAP dephosphorylation, transactivation of TEAD-dependent gene transcription, and GC development. Meanwhile, such sequestration of MST1/2 in the cytoplasm leads to elevated DNA repair capacity and drug resistance in response to chemotherapy (*left panel*). The FDA-approved drugs such as DSF and its structural analog TH, as well as CX, were concluded from the current work enabling to either block the PP2Aa–STRN3 or STRN3–MST1/2 interaction, respectively, and therefore restore the activity of MST1/2 (Hippo restoration) and in this way serve as a promising therapy for GC (*right panel*). CX, CX-6258; DSF, disulfiram; GC, gastric cancer.

Our current work first identified the drug compound DSF that can disrupt the PP2Aa–STRN3 interaction to reactivate MST1/2 kinases for GC treatment. Previous studies have reported DSF as an anti-alcoholism drug and now indicated as an anticancer drug in a range of solid and hematological malignancies (54, 55, 56, 57). For example, DSF can inhibit cancer growth by inhibition of the p97–NPL4–UFD1 complex controlling protein homeostasis, as well as several other cellular pathways including ROS, PIK, MAPK, NF-κB, ALDH, EGFR/Src/VEGF (41, 58, 59, 60). Given its easy availability, cost effectiveness, and less adverse effects, DSF represents a highly promising anticancer drug candidate.

Our study also identified TH as a structural analog of DSF to exert similar function in terms of targeting the PP2Aa–STRN3 interactions and restores the Hippo signaling against cancer. Interestingly, TH has been reported as an inhibitor of angiogenesis and/or inflammation with NF-κB pathway activation (61) able to inhibit DNA synthesis and induce apoptosis in cultured bovine capillary endothelial cells (62, 63). Here, we repurposed DSF and TH for GC therapy and unexpectedly found that copper ion markedly enhanced the antitumor efficacy of both drugs, raising the possibility of combined pharmacotherapy of metal ion and small molecule drugs against GC. Moreover, given the similar molecular backbone shared by DSF and TH, it is a promising direction for further optimization of this line of compounds to gain better draggability and efficacy in the future (Fig. 7). Notably, some structural analogs of DSF such as CAS 5675-76-3 were found to also have significant antitumor activity, suggesting the potential to optimize the potency and selectivity of targeting the STRN3–PP2Aa interface (Fig. S5*B*).

Unlike kinases that are popular drug targets approved by the FDA, phosphatases have been long thought as undruggable due to their wide spectrum of substrates (64). Different holophosphatases are usually formed by the binding of the same catalytic core enzyme to distinct regulatory subunits. Therefore, currently available inhibitors targeting the catalytic activity of phosphatases are highly toxic and nonselective. Our previous structural characterization of the STRN3 interaction with PP2Aa uncovered a binding mode distinct from those of all known regulatory subunits including B, B′, and B″ types. This unique binding mode offers a special opportunity to have a very specific inhibitor design—with a new strategy involving the selective blocking of the recruitment or access of certain substrates to the PP2A core enzyme, avoiding most of the side effects from targeting the catalytic activity. Due to the good separation of the STRN3-binding site from the B/B′/B″-binding sites on PP2Aa, targeting the PP2Aa–STRN3 interface would not affect the binding of all other known regulatory subunits, therefore further excluding side effects caused by general intervention of broad substrate recruitment. Here, we took advantage of these insights to screen available drugs able to selectively target PP2A to unleash the suppressed Hippo signaling. Our rediscovery of the FDA-approved drug DSF exemplified such type of targeting strategy. Moreover, we also provide proof-of-concept for targeting the STRN3–MST1/2 interaction to reactivate Hippo against cancer.

Notably, previous studies have shown that DSF treatment can induce the reduction of body weight and glucose excretion in mice, suggesting *in vivo* side effects (65). In addition, DSF and TH also could cause adverse effects in zebrafish larvae (65, 66). Thus, future preclinical studies are warranted to translate our findings towards clinical trials, especially regarding pharmacokinetic, pharmacodynamic, and toxicity studies in animals. Moreover, further work is required to evaluate the efficacy of combinatorial treatment (*e.g.*, DSF + cisplatin) in different subtypes of tumors, such as STRN3 low-expressed and high-expressed GC.

In conclusion, our current work demonstrated a selective targeting of PP2Aa-STRN3 or STRN3-MST1/2 by the FDA-approved drugs to restore and even enhance the Hippo signal, which not only directly inhibit GC growth but also sensitize GC to chemotherapy.

## Experimental procedures

### Cell lines

HGC-27, AGS, and MGC-803 cells were obtained from the cell library of Chinese Academy of Sciences. NUGC-4 and MKN-45 were obtained from the cell bank of the RIKEN BioResource Center. MKN-28 was obtained from the JCRB Cell Bank (NIBIOHN). SNU-216 cells were obtained from the Korean Cell Line Bank (SNU). GES-1 and HEK293FT cells were obtained from Biofeng company. Insect cell lines (Sf9 and Hi-Five) were kind gifts from Prof. Jianping Ding (SIBCB). All human gastric cells were grown in RPMI 1640 (Invitrogen/Thermo Fisher Scientific). HEK293FT cells were grown in Dulbecco’s modified Eagle’s medium (Invitrogen/Thermo Fisher Scientific). Cell lines were maintained in culture supplemented with 10% heat-inactivated fetal bovine serum (Biological Industries) and 1% penicillin/streptomycin (Gibco/Thermo Fisher Scientific) at 37 °C with 5% CO_2_ in a humidified incubator (Thermo Fisher Scientific). Insect cells were grown in ESF 921 insect medium (Expression System) with 10% fetal bovine serum and 1% penicillin/streptomycin at 27 °C in 1 l glass Fernbach flasks with shaking at 100 rpm. All of the cells were passaged for 3 months from the frozen early-passage stocks that had been received from the indicated sources. During the study, all cell cultures were periodically tested for *mycoplasma* using MycoAlert *Mycoplasma* Detection Kits (Lonza).

### Mouse

The mice used in this study were from SLAC Laboratory Animal. All animals were housed under specific pathogen-free conditions in automated watered and ventilated cages on a 12 h light/dark cycle and handled in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Shanghai Tenth People's Hospital, Tongji University. The approval ID for animals breeding was SHDSYY-2023-P0011.

### Plasmids

His-SUMO-tagged STRN3 (amino acid 64–145), His-tagged MST2 (amino acid 1–491), GST-tagged MST2 (amino acid 1–308), MBP-tagged MST2 (amino acid 1–308), and the mutant MBP-tagged MST2 (amino acid 1–308, L33/E35/V41A) were cloned and expressed in pET28a vectors as previously described. GST-tagged PP2Aa (amino acid 8–589) and its mutants were cloned and expressed in a pGEX-4T-1 vector. His-tagged PP2Ac (amino acid 1–309) was cloned and expressed in a pFastBac-HTA vector. For mammalian, cell-mediated transient expression constructs, including the Flag-tagged STRN3, Myc-tagged STRN3, Flag-tagged MST2, HA-tagged PP2Aa, and Flag-tagged YAP, as well as their related mutants, were sub-cloned into a modified pCDNA-3.1 vector.

### Protein purification

His-PP2A Cα (amino acid 1–309) proteins were expressed using the Bac-to-Bac Baculovirus expression system (Gibco) in *Spodoptera frugiperda* (Sf9) insect cells. The purification step was carried out as previously described (16). Other recombinant proteins used in this study were all expressed in *Escherichia coli* strain BL21 Coden plus (DE3) strain. The cells were grown at 37 °C in TB medium to the optical density of a sample at a wavelength of 600 nm (OD600) of 0.6 to 1.0, and the protein expression was induced with 0.25 mM IPTG at 18 °C for 18 h. The cells were harvested and suspended in a lysis buffer (20 mM Hepes, pH 7.5, 500 mM NaCl, 10% glycerol, and 1 mM DTT) and lysed with a high-pressure homogenizer. The lysates were centrifuged at 18,000 rpm for 30 min at 4 °C, and the supernatants were collected for further purification. For His-, His-sumo-, GST-, or MBP-tagged proteins, GST beads (GE Healthcare), His-beads, or MBP beads (Smart-lifesciences) were used for affinity chromatography according to the manufacturer’s instructions. The proteins were finally purified with size-exclusion chromatography in a buffer containing 20 mM Hepes, pH 7.5 and 100 mM NaCl.

### Pull-down assay

GST- and MBP-fused proteins were immobilized on glutathione agarose resin (NEB) and Dextrin Beads (Smart-lifesciences), respectively. After 2 h incubation with different prey proteins in a binding buffer containing 20 mM Hepes, pH 7.5, 100 mM NaCl at 4 °C, the beads were washed three times with binding buffer and were eluted with the same buffer plus 10 mM maltose monohydrate or 10 mM glutathione (adjusted to pH 8.0) (Sigma). The immobilized proteins were visualized with either Coomassie blue staining or Western blotting.

### MST assay

MST assay was performed using a Monoth NT.115 instrument from Nanotemper at 25 °C as described previously. Fluorescent-labeled proteins were then incubated with DSF or TH for 5 min before filling it into the capillaries. Fill 16 capillaries with the 16 mixes by dipping the capillaries into the sample, place the capillaries onto the capillary tray, and start the measurement. Data were analyzed using the MST analysis software version 2.3 (MO. Affinity Analysis, https://support.nanotempertech.com/hc/en-us/sections/17715198724753-Software).

### ITC assay

ITC experiments were conducted using an iTC200 instrument from Microcal at 25 °C. For calorimetric measurements, purified PP2Aa (8–589) or STRN3 (64–145) were loaded into the ITC cell at a concentration of 100 μM, and DSF in concentrations of 1 mM were auto-loaded into the syringe. All samples were in the same buffer containing 20 mM Hepes, pH 7.5, 100 mM NaCl. Each titration included a single 0.4 ml injection followed by 19 sequential injections of 2 ml aliquots, with a spacing of 300 s between the injections, and stirring at 1000 rpm. Data were analyzed using the ITC data analysis software (MicroCal Software, https://www.malvernpanalytical.com/en/support/product-support/software/microcal-peaq-itc-analysis-software-v141).

### *In vitro* dephosphorylation assay

The *in vitro* dephosphorylation system was used as previously described (16). Small molecules DSF and TH of indicated concentrations were mixed with autophosphorylated MST2 (2 mM) and in 20 ml of dephosphorylation buffer (20 mM Hepes pH7.5, 100 mM NaCl, 10 mM MgCl_2_, 1 mM DTT, Cocktail). After incubation at 30 °C for 30 min, the residual phosphorylation levels of MST2 were determined using a pMST1 (T183)/MST2 (T180) antibody (#3681, Cell Signaling Technology, 1:500).

### Real-time qPCR and RNA-Seq

For RT-PCR, total RNA was isolated from cells with RNA Isolater Total RNA Extraction Reagent (Vazyme Biotech) according to the manufacturer’s instructions. The isolated RNA was reverse transcribed into complementary DNA using HiScript II (Vazyme Biotech). Quantitative real-time PCR was performed with a CFX96 Real-Time system (Bio-Rad) and SYBR Green PCR master mix (Yeasen). The fold change in the gene expression was calculated using the comparative Ct method, and three replicates were tested for each complementary DNA sample. ACTB or Actb were used as an internal reference. Primers used in this study were as follows:

*hCTGF* forward: 5′-AAAAGTGCATCCGTACTCCCA-3′,

*hCTGF* reverse: 5′-CCGTCGGTACATACTCCACAG-3′;

*hCYR61* forward: 5′-GGTCAAAGTTACCGGGCAGT-3′,

*hCYR61* reverse: 5′-GGAGGCATCGAATCCCAGC-3′;

*hACTB* forward: 5′-ATCATGAAGTGTGACGTGGA-3′;

*hACTB* reverse: 5′-CTCAGGAGGAGCAATGATCT-3′.

For RNA-seq, HGC-27 cells in 6-well plates were treated with DSF, TH, or CX. Total RNA was extracted. RNA quality was assessed using a 2100 Expert Bioanalyzer (Agilent) and sent for library preparation and sequencing using the Illumina Hiseq2000 platform of Majorbio Biotech. The data were analyzed on the free online Majorbio I-Sanger Cloud Platform (www.majorbio.com). The GEO accession numbers for the high-throughput sequencing reported in this paper is GSE168618.

### Double strand break reporter assay

HEK293A cells were treated with DSF/DMSO for 24 h. Cells were continued to electroporated with the I-SceI expression construct (pCBASce) together with DR-GFP or EJ5-GFP reporter plasmid at 150 V, 975 μF using NEPA21 Super Electroporator (NEPA GENE). Cells were further recovered for 48 h after electroporation and were subjected for flow cytometric analysis using a BD FACS CantoII Analyzer.

### Immunoblotting

Whole cell extracts were prepared using lysis buffer (1% Triton-X 100, 10 mM EDTA, 1 mM PMSF, 1% Cocktail, pH = 7.4) and then boiled with SDS loading buffer and resolved in SDS-PAGE gels. The proteins were transferred to 0.45 mm polyvinylidene fluoride membranes (Bio-Rad) and were further incubated with the indicated antibodies. The antibodies used and their dilutions were listed as below: MST2 (ab52641, Abcam, 1:1000), Phospho-MST1(Thr183)/MST2(Thr180) (#3681, Cell Signaling Technology, 1:500), YAP(#14074, Cell Signaling Technology, 1:1000), p-YAP (S127) (#13008, Cell Signaling Technology, 1:1000), MOB1(#13730, Cell Signaling Technology, 1:1000), p-MOB1(T35) (#8699, Cell Signaling Technology, 1:1000), anti-HA (H3663, Sigma, 1:2000), anti-Flag (F3165, Sigma, 1:2000), β-actin (#A5441, Sigma, 1:5000), γ-H2AX (ab229914, Abcam, 1:2000), Phospho-Ser Antibody (sc-81514, Santa Cruz, 1:1000), Phospho-Tyr antibody (ab9332, Abcam, 1:1000). The secondary HRP antibodies including goat anti-rabbit (31460, 1:4000) and goat anti-mouse (31430, 1:4000) were purchased from Thermo Fisher Scientific. Western blotting images were captured by Mini Chemiluminescent Imaging and Analysis System (Beijing Sage Creation Science Co, LTD). Western blotting images were captured by using the Mini Chemiluminescent Imaging and Analysis System (Beijing Sage Creation Science).

### Cell viability and clonogenic assays

For cell viability assay, cells were seeded into 96-well format with 3000 cells per well. After attachment, cells were treated with indicated compounds (DSF or TH with/without Cu ion). Then an ATP-based CellTiter-Lumi Plus kit (Beyotime) was used according to the manufacturer’s instructions. The intracellular ATP contents were measured using a BioTek Synergy NEO multi-detector microplate reader (Thermo Fisher Scientific).

For the colony formation assay, HGC-27 cells treated with indicated compounds (DSF or TH) were seeded into 6-well format (600 cells per well). After about 2 weeks incubation, cell colonies were identified by their being stained with 1% crystal violet dye. And colonies with diameters of >1 mm were counted.

### MNNG-induced GC mouse model

The carcinogen-induced GC mouse model assay was approved by the Institutional Animal Care and Use Committee of Fudan University. Briefly, C57BL/6Slac mice were housed in an air-conditioned biohazard room designed for infectious animals, with a 12 h light: 12 h dark cycle. The GC mice model was created following a previously established protocol (23, 44). For each cycle, drinking water containing MNNG (100 mg/ml) was served for the mice for 14 consecutive days, and then normal drinking water was served for next 14 days. Three cycles of treatment were carried out to establish GC mice model. After 90 days of treatment, mice were scarified for subsequent analysis. The tumor size per stomach was counted. Mice were randomized to receive 50 mg/kg per day of DSF (HY-B0240, MCE) (n = 10 mice/group).

### Xenograft tumor model

The Xenograft tumor evaluation assay was approved by the Institutional Animal Care and Use Committee of Fudan University. Briefly, healthy male 615 mice were maintained in pathogen-free conditions. Mice were first injected with 2 × 10^6^ AGS cells/per mouse into their flanks to induce tumor formation. Once the tumor volume reached about 100 mm^3^, mice were injected intratumorally with indicted inhibitors for five successive days. Two weeks later, the mice were euthanized and then their tumors were harvested and weighed.

## Data availability

All the RNA-Seq sequencing data have been deposited in the Gene Expression Omnibus database under the accession no. GSE168618.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors have filed a patent (202110534762.X) for the thiram compound in China.

# Supplementary material for: Reactivating Hippo by drug compounds to suppress gastric cancer and enhance chemotherapy sensitivity
**Source:** J Biol Chem. 2024 Apr 22;300(6):107311. doi: 10.1016/j.jbc.2024.107311
**Supplement:** Supporting information

SUPPLEMENTAL INFORMATION

Reactivating Hippo by Drug Compounds to Suppress Gastric Cancer and Enhance Chemotherapy Sensitivity

Zhifa Cao, Yu Hou, Zhangting Zhao, Hui Zhang, Luyang Tian, Yiming Zhang, Chao Dong, Fenghua Guo, Lijie Tan, Yi Han, Wenjia Wang, Shi Jiao, Yang Tang, Liwei An, Zhaocai Zhou

Supplementary Figures

Fig.S1. Illustration of the AlphaScreen and inhibition of 9 compounds in HGC-27 cells.

Fig.S2. DSF binds to PP2Aa to disrupt STRN3-PP2Aa interaction.

Fig.S3. DSF reactivates Hippo pathway to inhibit GC growth.

Fig.S4. Combined tumor-killing potency of cisplatin and DSF.

Fig.S5. TH functions as a structural analog of DSF for GC therapy.

Fig.S6. Identification of a STRN3-MST2 disruptor CX for Hippo-based GC therapy.

Supplementary Tables

Table S1. Primary AlphaScreen results for STRN3-PP2Aa disruption.

Table S2. Result of the 2nd round validation screen for STRN3-PP2Aa disruption.

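The screen on STRN3 and PP2Aa, AlphaScreen, reads light that acceptor beads emit on receiving singlet oxygen from donor beads, which are near when the proteins on the beads are bound to each other. Table S2 gives 2 readings for each compound, the inhibition rate of that signal and a false positive rate, read on a tagged protein that bridges the beads without any interaction between proteins. Of its 47 compounds, 24 inhibited the signal by over 50%, of which 15 had a false positive rate of 35% or more and 9 a lower one. Phenylmercuric acetate had the highest inhibition rate of the 9 in the paper's table, 95.1%, with a false positive rate of -7.39%. The paper's values for disulfiram are an inhibition rate of 73.2% and a false positive rate of 31.6%. Celastrol had 72.5% and 22.3%, and UNC0631 the lowest inhibition rate of the 9, 56.3%. Table S2 gives 1 value per compound and no error.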

Table S3. Primary AlphaScreen results for STRN3-MST2 disruption.

Table S4. Result of the 2nd round validation screen for STRN3-MST2 disruption.

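In the screen on STRN3 and MST2, Table S4 gives the same 2 readings, the inhibition rate of the bead signal and the false positive rate, for 47 compounds. By the same limits of 50% and 35%, 26 compounds inhibited the signal by over 50%, of which 16 had a false positive rate of 35% or more and 10 a lower one. In the paper's table, suramin sodium salt had the highest inhibition rate of the 10, 94.4%, with a false positive rate of 13.1%. CX-6258 had the lowest inhibition rate of the 10, 51.6%, with a false positive rate of 18.1%. Ganetespib had 75.2% and 21.2%. No error is given in Table S4.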

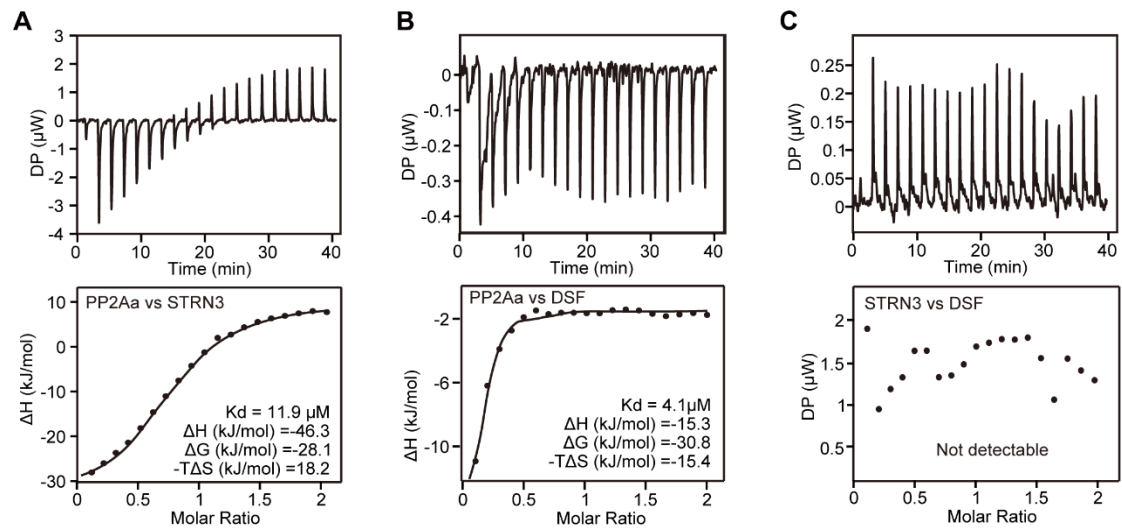

Fig.S2. DSF binds to PP2Aa to disrupt STRN3-PP2Aa interaction.

A. Detection of PP2Aa binding with STRN3 by Isothermal titration calorimetry (ITC) assay.

B. Detection of DSF binding with PP2Aa by ITC assay.

C. Detection the binding ability of DSF with STRN3 by ITC assay.

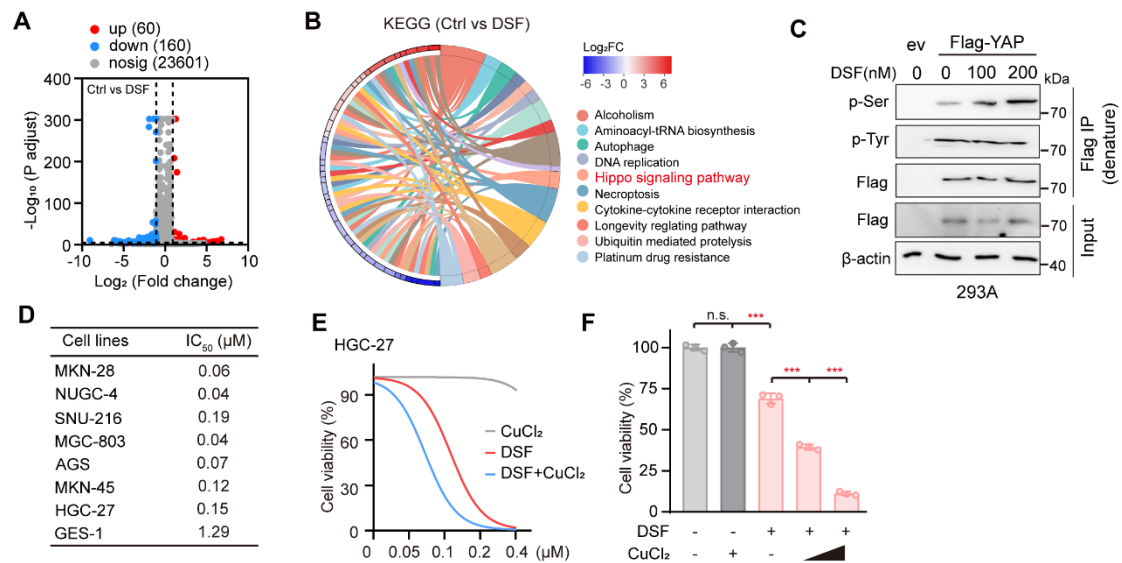

Fig.S3. DSF reactivates Hippo to inhibit GC growth.

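Genes of 3 further groups were compared between the DSF and control libraries. Of 28 aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, 27 were measured, and 20 were lower in DSF and 7 higher. The seryl-tRNA synthetase gene SARS1 stood at 99.8 TPM in the control and 52.0 TPM in DSF (log2 fold change -0.93), and the methionyl-tRNA synthetase gene MARS1 at 70.7 and 39.5 TPM (-0.82). Of 40 autophagy genes, 28 were measured, with 18 lower and 10 higher. WIPI1, which binds lipids of the forming autophagosome, stood at 2.37 and 0.50 TPM (-1.17), and ATG16L1 at 7.61 and 3.60 TPM (-0.90). Of 30 genes of cytokines and NF-kB targets only 5 were measured, 4 of them lower, with the chemokine CCL2 at 22.3 and 15.6 TPM (-0.49) and NFKB2 at 13.1 and 18.4 TPM (0.46). The medians of the 3 groups were -0.28, -0.09 and -0.25, at the percentiles 3.95, 71.9 and 29.9 of matched random lists, so none lay among the lowest or highest 2.5%.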

A. Volcano plot of altered genes in HGC-27 cells treated with DSF. **B.** KEGG enrichment analysis of altered pathways in DSF treated HGC-27 cells. **C.** Analysis of YAP Ser or Tyr phosphorylation upon DSF treatment in HEK293A cells transfected with Flag-YAP plasmids. **D.** IC_{50} values of 7 different GC cells lines (MKN-28, NUGC-4, SNU-216, MGC-803, AGS, MKN-45 and HGC-27) and 1 non-cancerous gastric epithelial cell line GES-1 towards DSF treatment. **E.** Cell viability of HGC-27 cells treated with DSF or DSF-Cu complex (n = 3). **F.** Cell viability of HGC-27 cells treated with DSF or DSF-Cu complex (n = 3). Data are presented as means $\pm$ SD. The data were analyzed using one-way ANOVA, followed by the Tukey's post-hoc test. ***, p < 0.001; n.s., no significance.

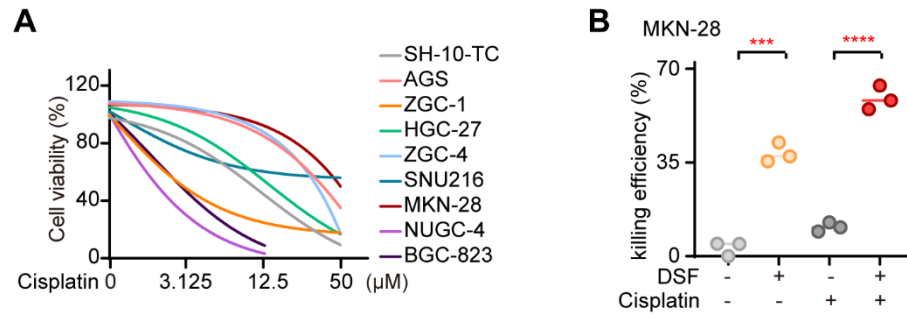

Fig.S4. Tumor-killing efficiency of combined treatment with cisplatin and DSF.

A. Cell viability of several indicated GC cell lines treated with cisplatin. **B.** Killing efficiencies of MKN-28 cells treated with DSF and cisplatin or in combination. Significance was tested using one-way ANOVA, followed by the Tukey's post-hoc test. ***, $p < 0.001$; ****, $p < 0.0001$.

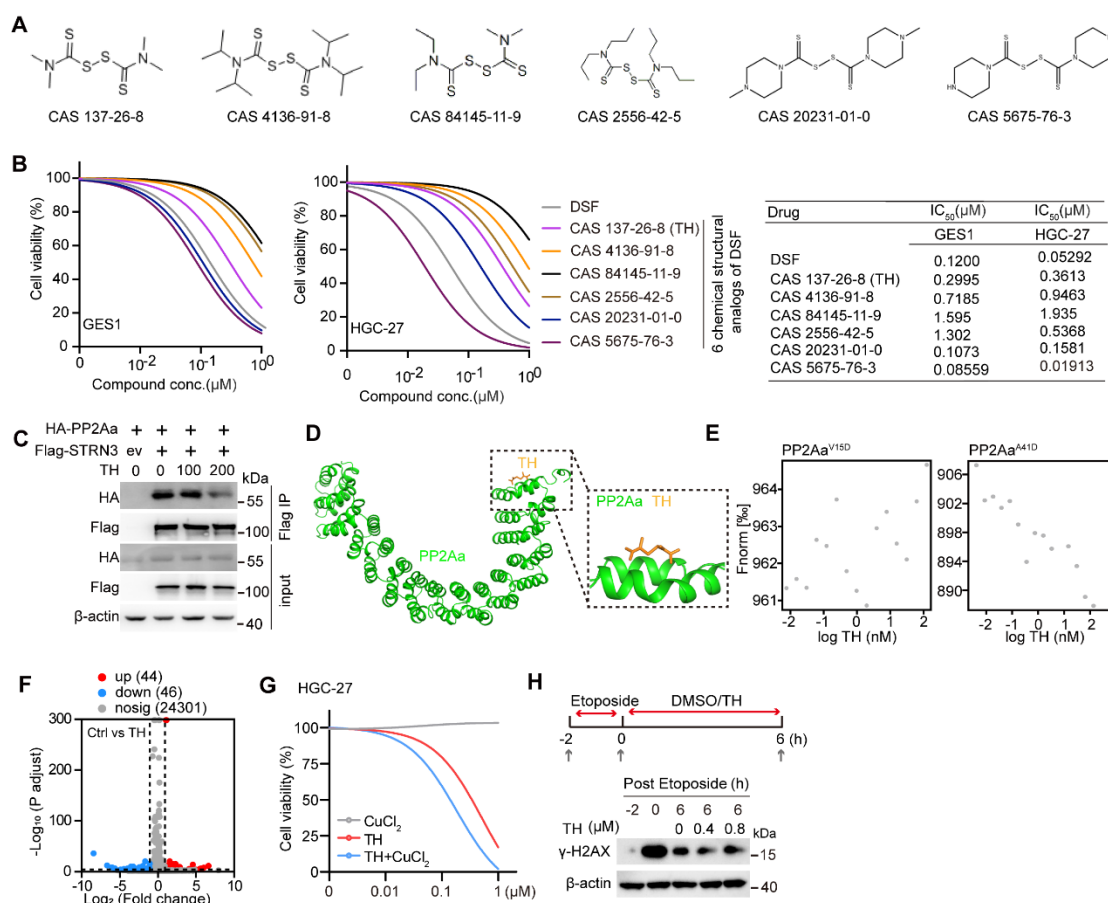

Fig.S5. TH functions as a structural analog of DSF for GC therapy.

A. The top 6 chemical structural analogs of DSF with 90% similarity. **B.** Cell viability assay to assess the 6 DSF structural analogs in GES1 and HGC-27 cells. And their IC₅₀ values were summarized on the right. **C.** Co-IP analysis of the interaction between PP2Aα and STRN3 in HEK293A cells treated with indicated doses of TH. **D.** Virtual docking of TH binding to first HEAT repeat of the PP2Aα. PP2Aα is colored in green and shown as cartoon. TH is shown as sticks and colored in yellow. The right panel illustrates the occupied position of TH in STRN3-PP2Aα complex. **E.** MST assay to show the incapability of PP2Aα single point mutants (V15D or A41D) in binding with TH. **F.** Volcano plot of altered genes in HGC-27 cells treated with TH. **G.** Cell viability of HGC-27 cells treated with CuCl₂, TH, TH-Copper complex (n = 3). **H.** Immunoblots of γ-H2AX expression incubated with or without TH. Experimental workflow of TH treatment in HEK293A cells pre-treated with 20 μM etoposide for 2 hr.

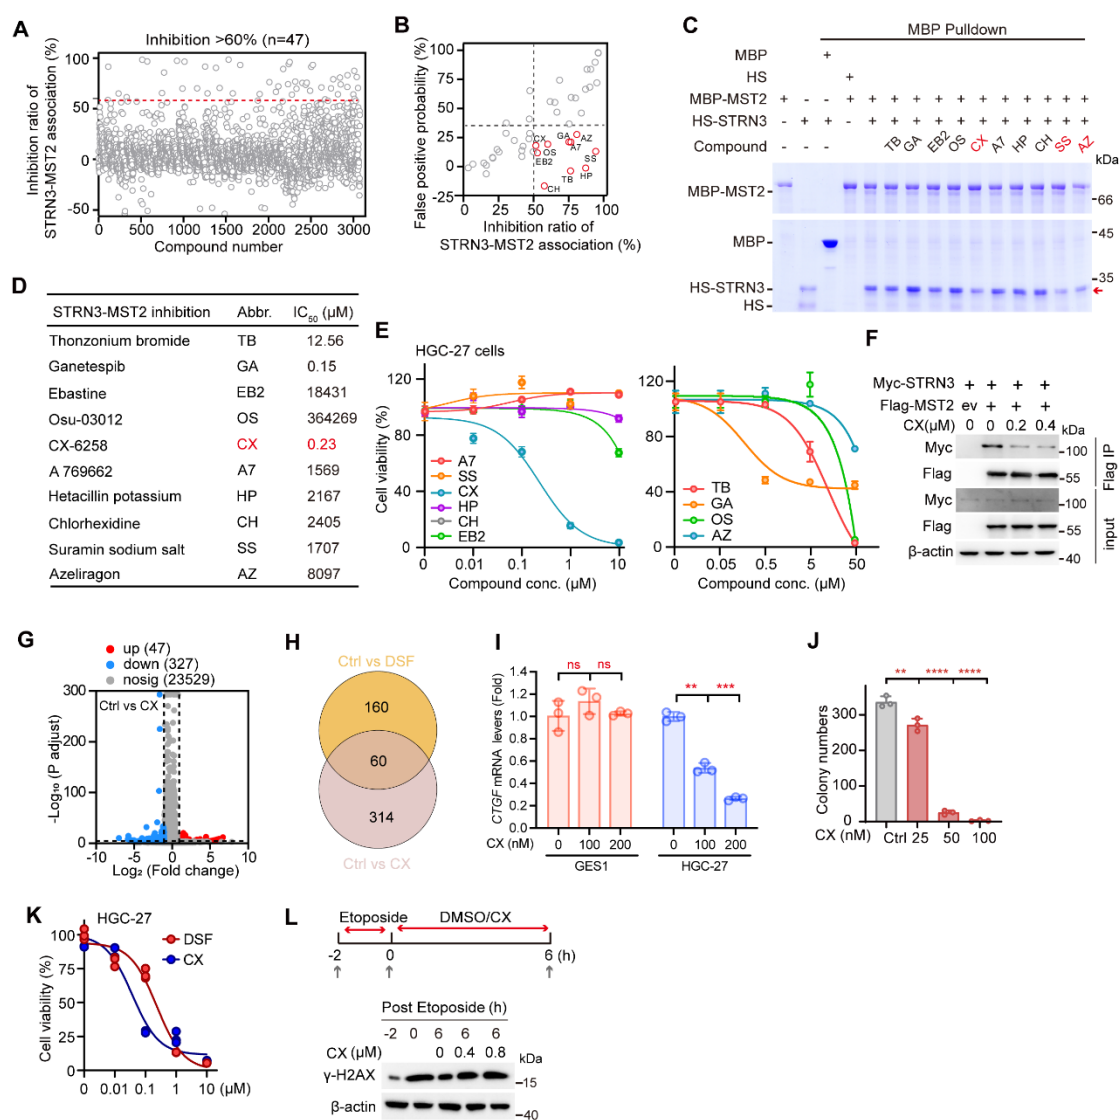

Fig.S6. Identification of a STRN3-MST2 disruptor CX for Hippo-based GC therapy.

A. Result of inhibition rate for disrupting the STRN3-MST2 interaction in the 1st round AlphaScreen. Dash line refers to inhibition efficiency higher than 60% (n=47). **B.** Result of the 2nd round AlphaScreen to kick out false positive hits which disrupted interactions between protein and donor/acceptor beads instead of breaking the STRN3-MST2 protein-protein interaction. Vertical dash line refers to inhibition efficiency higher than 50% while horizontal dash line refers to false positive probability less than 35% (n=10). **C.** MBP pulldown assay to assess the disruption effect of STRN3-MST2 association with the indicated 10 compounds treatment. HS: His-Sumo tag. **D.** IC₅₀ values of the 10 candidate compounds in HGC-27 cells assessed by cell viability assay. **E.** Cell viability of HGC-27 cells treated with 10 indicated compounds. **F.** Co-IP analysis of the interaction between PP2Aα and STRN3 in HEK293A cells treated with or without CX. **G.** Volcano plot of altered

genes in HGC-27 cells treated with CX. **H.** Venn diagram illustration of altered genes in both gene sets treated with DSF and CX. **I.** Relative mRNA levels of *CTGF* versus the DMSO control in GES1 and HGC-27 cells treated with CX for 48 hr (n = 3). Data are presented as means $\pm$ SD. The data were analyzed using one-way ANOVA, followed by the Tukey's post-hoc test. **, p<0.01; ***, p < 0.01; n.s., no significance. **J.** Colony number of HGC-27 cells treated with CX corresponding to figure 7H. Significance was tested using one-way ANOVA, followed by the Tukey's post-hoc test. **, p<0.01; ****, p<0.0001. **K.** Cell viability of HGC-27 cells treated with DSF and CX respectively. **L.** Immunoblots of γ -H2AX expression incubated with or without CX. Experimental workflow of CX treatment in HEK293A cells pre-treated with 20 μ M etoposide for 2 hr.

How the deposited data were processed for this re-analysis (not part of the article)

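Gene expression was measured by RNA-seq in HGC-27 gastric cancer cells, with 1 library each of cells given DMSO (control), DSF and TH. A further library of the series is labelled SHAP, while the series text and the paper name CX-6258 in its place. Its condition is therefore left open, and its values stand only among the additional observations. No condition has a replicate, so the values describe 1 library against another.

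The authors deposited TPM for 65535 transcripts, each with a gene identifier and a length. TPM divides the reads of each transcript by its length and scales each library to the same total. The submitters' processing notes name HISAT2, Cufflinks and RSEM without versions and the build GRCh38.p10, and the paper names the Majorbio I-Sanger Cloud Platform. How reads that fit several transcripts or copies were shared out, and whether strand was used, is not given in the sources used here. Of the gene identifiers, 99.9% are in GENCODE v29, and 78.2% of the listed lengths equal a transcript length of the same gene there. The transcripts follow the order of transcript number and end near the number reached by the first 65904 transcripts of that annotation. The listed values sum to 65.8% of that total in the control library, 66.7% in DSF and 65.0% in TH, so transcripts beyond the list hold about the remaining share. Of the 8801 genes used, 1133 (12.9%) have all annotated transcripts listed. TPM keeps no read depth, so the number of reads behind a value is unknown and no counting interval can be given.

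From these values, the TPM of the listed transcripts was summed per gene, and genes with a mean of at least 1 TPM over the control, DSF and TH libraries were kept, 8801 in all, of which 8383 are protein coding. Differences are log2((TPM + 1)/(TPM + 1)), with a pseudocount of 1 TPM, between DSF and control, TH and control, and TH and DSF. A gene was counted as higher or lower from a 2-fold difference, the lines drawn in the volcano plots of the paper (Fig. S3A and Fig. S5F). No test across genes was run, since genes are not replicates. Medians over the measured members were taken for lists with at least 3 of them. These were all 27 gene lists and, of 5 lists of cell type markers, only that of fibroblasts. Each median was placed among 10000 random lists of the same size matched on mean expression in 10 bins. A list was said to stand apart below the percentile 2.5 or above 97.5. By chance, 1.35 of 27 lists would lie outside if the genes of a list varied independently. On simulated data without effects, 4.0% of 200 lists of 20 genes lay outside, and with a shift of -0.3 all of them did. Those lists held random genes with independent noise. Genes of a real list can vary together, so more such lists may lie outside without any effect of a compound. The gene lists, the comparisons, the thresholds and the rule for named genes were fixed before the data were examined. The rule took every gene the paper names, up to 4 genes of each list with the largest differences and, leaving out clone-based names, the 12 genes with the largest positive and the 12 with the largest negative log2 fold change in DSF and in TH among genes reaching 5 TPM in the higher library. A few genes that it named are not reported here. Since it took mostly RNAs under 300 bases, the 12 protein coding genes of at least 300 bases with the largest differences each way were added after the values were seen.

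The overlap and correlation that a shared control library gives were simulated with libraries without effects, with noise drawn from the differences between the TH and DSF libraries, which use no control value but hold any real difference between the compounds. Every simulated library had noise of the same size, which fixes the simulated correlation beforehand. The alternatives fixed beforehand were pseudocounts of 0.1 and 5 TPM, no filter, a mean of at least 10 TPM, centring on the median of all genes, rescaling without mitochondrial and ribosomal protein genes, the most abundant transcript in place of the sum, transcripts counted one by one, a 1.5-fold limit, protein coding genes only, the mean of a list in place of its median, and lists without their cell cycle members. Those added after seeing the data were genes of at least 300 bases, genes with all transcripts listed, fold changes corrected for the trend with GC content in 20 bins, and random lists matched also on GC content in 5 bins. Gene positions, GC content and gene types were taken from GENCODE v29 on GRCh38. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The enrichment scores and the KEGG analysis of the paper were not recomputed. Tables S1 and S3 of the screens, held only in part, were not used, and the counts at Tables S2 and S4 apply the paper's limits to its own values.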

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

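The tests of the histone genes against GC content and in the library labelled SHAP were chosen only after the result was seen, and the list of other RNAs without a poly(A) tail was drawn up after the shorter RNAs had been seen. Replication-dependent histone genes stood out as a group that the paper does not discuss and that was above the control in both treatments. Of 30 listed genes 13 were measured, and 10 of the 13 lay above the median of all genes in DSF and 10 in TH. Their median log2 fold change was 0.24 in DSF and 0.28 in TH, above 99.9% and 100% of random lists matched on mean expression. The linker histone gene H1-5 stood at 1.16 TPM in the control, 2.56 TPM in DSF and 1.77 TPM in TH, and H2BC5 at 8.08, 9.69 and 10.8 TPM, while H2AC8 was lower in both, at 3.69, 1.46 and 2.65 TPM. Most of these genes stand below 5 TPM in the control.

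A trend with GC content as the whole cause is argued against, since the lower of the DSF and TH percentiles was still 99.9 among random lists matched on GC content too, and the medians were 0.18 and 0.28 with fold changes corrected for GC content. A trend with length as the whole cause is argued against only narrowly, since matching on length put the lower percentile at 97.7, just above the upper limit, and at 97.8 over 100000 random lists, a number drawn after the first value was seen. Lengths were matched in 5 bins, which can leave a trend within a bin, so a length trend is not ruled out. Most mRNAs of replication-dependent histones lack a poly(A) tail, though not those of every member. A larger share of such RNA in the treated libraries may account for the pattern, but of 11 other such RNAs listed for the test only RMRP was measured. It stood at 8.87 TPM in the control, 28.0 TPM in DSF and 19.0 TPM in TH, at least 1.04 above the median of all genes on the log2 scale. Small nuclear, small nucleolar, 5S ribosomal and Y RNAs, which mostly lack such a tail too, were not part of that test. The 98 measured had medians of 0.33 in DSF and 0.10 in TH. Of them 41 were at least 2-fold higher and 16 lower in DSF, and 40 and 23 in TH, with uncertain values. A low value in the control library cannot be told apart from an effect of DSF and TH, since both are set against that library, and in the library labelled SHAP the list lay at the percentile 98.3, at 87.8 with GC content matched and at 22.6 with fold changes corrected for GC content. An effect of the compounds remains an untested explanation.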

How the results depend on the processing

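No paired analysis was possible because each condition has 1 library. Of 158 recomputed values of the counts, list medians and correlation, 93 kept their direction, their side of the limits and about their size, and 8, all of the platinum list near 0, changed sign. The values that moved are given here as settings against the main ones, and where no reason is given the cause was not tested. The counts of genes at least 2-fold higher and lower, 73 and 117 in DSF and 75 and 53 in TH, with 177 different between TH and DSF, moved most. With a pseudocount of 0.1 TPM they were 118 and 282 in DSF, 122 and 113 in TH, and 338 between TH and DSF. With 5 TPM they were 42 and 33, 42 and 19, and 79. At a mean of at least 10 TPM, which tests 3722 genes, they were 23 and 34, 17 and 12, and 42. After rescaling, which raises all values so that 10627 genes pass the filter, they were 157 and 328, 168 and 172, and 421. At a 1.5-fold limit they were 240 and 890, 175 and 174, and 680, and for transcripts one by one 210 and 361, 197 and about 1.4e+02, and 555. For protein coding genes they were 16 and 75, 15 and 17, and 70. Centring moved the lower count in DSF to 69. Over genes of at least 300 bases, a setting chosen after seeing the data like those on GC content and on genes with all transcripts listed, the higher counts were 22 in DSF and 24 in TH, the lower count in TH 23 and that between TH and DSF 94, and the correlation of DSF and TH was 0.54. Over the 1133 genes with all transcripts listed, the lower counts were 38 in DSF and 35 in TH, and 102 genes differed between TH and DSF.

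Among the lists in DSF, the median of the YAP/TAZ targets was -0.12 with a pseudocount of 5 TPM and -0.13 after centring. The broader YAP signature was at -0.025 at a mean of at least 10 TPM and -0.054 after centring. DNA replication was at -0.17 with 5 TPM and -0.13 after centring, both still apart from random lists, but was no longer apart at a mean of at least 10 TPM (-0.24, percentile 2.83), over the 3 members with all transcripts listed (-0.27), corrected for GC content (-0.18, percentile 12.3) or against lists matched on GC content (-0.27, percentile 21.4). The platinum list was at 0.086 at a mean of at least 10 TPM, 0.12 after centring, -0.10 after rescaling and 0.038 over genes with all transcripts listed, and came to stand apart when corrected for GC content (0.031, percentile 99.9) but not against lists matched on GC content (percentile 97.4). In TH, the YAP/TAZ targets were at -0.19 by the most abundant transcript, and the platinum list, which lies near 0, was at -0.034 without a filter, -0.068 after rescaling, -0.063 by the most abundant transcript, 0.14 over genes with all transcripts listed and -0.0033 when corrected for GC content. The YAP/TAZ targets had under 3 members, and so no value, at a mean of at least 10 TPM and over genes with all transcripts listed, and the broader signature had none in the latter. Of 2125 values of named genes, 2008 stayed on their side of the 2-fold limit without a change of sign, while their size was not compared. There were 28 that changed sign, 17 of them by the most abundant transcript. Of these only APTX in DSF had been past the 2-fold limit, and went to 0.037 by its most abundant transcript. TPM holds no depth, so how precise any of these values is remains unknown.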

Differences from the paper's values

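The paper reports 44 genes upregulated by TH, where 75 genes were at least 2-fold higher here. The paper's text states no thresholds for its counts, and its volcano plots (Fig. S3A and Fig. S5F) draw lines at 2-fold and use adjusted p-values, which single TPM values cannot give, so only the size of the difference was matched. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's only with a pseudocount of 5 TPM (42 genes). It did not with a pseudocount of 0.1 TPM (122), no filter (99), a mean of at least 10 TPM (17), centring (78), rescaling (168), the most abundant transcript (85), a 1.5-fold limit (175), transcripts one by one (197) or protein coding genes only (15). Settings chosen after seeing the values gave 57 over genes with all transcripts listed and 24 over genes of at least 300 bases. Correction for GC content, also chosen afterwards, gave 76. Of these only the 57 lay within 1.5 times the paper's count. Of the 75 genes, 51 are RNAs under 300 bases. The paper's text names none of its 44 genes, so how many of them the setting with all transcripts listed drops is not known.

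The paper describes the expression of Hippo target genes as negatively related to DSF and that of YAP signature genes as negatively related to TH. In DSF all 12 measured YAP/TAZ targets were lower than in the control, but their median of -0.27 lay at the percentile 19.9 of random lists. In TH the median of -0.06 lay at 37.9, so the list stood apart in neither library. This list and its median differ from the paper's gene set and enrichment score, which were not recomputed, so the paper's result is not contradicted. Only 1 of the 12 genes has all transcripts listed. Of the targets under the filter, IGFBP3 and ANKRD1 were higher in DSF and the others with a value lower. Medians of the random lists had a standard deviation of 0.10 in DSF, so a small shift would not stand apart. For CTGF with TH, the text of the paper speaks of an increase and the bars of Fig. 5J go down, while CCN2 stood at 2.01 TPM in the control library and 1.78 TPM in TH.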

Other observations

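The tests of the proteasome genes against GC content and for a high control value, and that of DNA replication genes with all transcripts listed, in its final form, were chosen only after the result was seen, and proteasome and histone genes were taken up for tests in place of YAP/TAZ targets, metallothioneins and short RNAs once the medians of the lists had been seen. For those set aside, the YAP/TAZ targets lay at the percentile 30.2 in DSF with GC content matched and metallothioneins and other genes of metal response at 96.6 in DSF and 99.95 in TH, and RNAs under 300 bases had an interquartile range of log2 fold changes of 2.32 in DSF and 3.38 in TH, beside 0.50 and 0.26 in longer genes. In the DSF library, 25 of 34 measured genes of p97 and the proteasome, which degrades ubiquitin-tagged proteins, were lower than in the control, with a median log2 fold change of -0.43, below all random lists (percentile 0). The ATPase subunit PSMC5 stood at 163 TPM in the control and 93.0 TPM in DSF, PSMD1 at 10.3 and 5.73 TPM and the polyubiquitin gene UBB at 1041 and 621 TPM. Heat shock genes were lower too, with a median of -0.34 in DSF (percentile 0.84) and -0.13 in TH (percentile 0.50), but at 14.3 and 8.71 against lists matched on GC content. Their chaperone HSPA8 stood at 103, 63.2 and 80.7 TPM in the control, DSF and TH, and STIP1 at 205, 126 and 158 TPM. All 13 mRNAs encoded by mitochondrial DNA were lower in TH, with a median of -0.35 (percentile 0, also with GC content matched), among them MT-ND6 at 2967 TPM in the control and 2152 TPM in TH and MT-CYB at 3812 and 2884 TPM. Genes of the mitochondrial genome made up 16.1% of the listed TPM in the control, 14.6% in DSF and 12.8% in TH. In DSF the median of these mRNAs was -0.18 (percentile 7.02), but with GC content matched it lay at 97.48, near the upper limit, since the median of the random lists was then -0.41. Against DSF, 12 of the 13 were lower in TH and 1 higher, with a median of -0.21 (percentile 3.46, or 0 with GC content matched). Metallothioneins and other genes of metal response had a median of 0.16 in TH (percentile 98.0) and 0.03 in DSF (percentile 64.7), with MT1X at 205 TPM in the control, 279 TPM in DSF and 252 TPM in TH. Mitotic genes of G2/M had a median of -0.11 in TH (percentile 1.74, or 9.58 with GC content matched) and -0.16 in DSF (percentile 30.4), with CCNB1 at 40.5 and 27.9 TPM in the control and TH but AURKB at 7.29 and 11.2 TPM.

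In TH, p97 and proteasome genes had a median of -0.06 (percentile 2.75), and against DSF they were higher in TH by 0.24 (percentile 99.9, or 96.7 with GC content matched, within the limits). Genes of copper-dependent cell death were all higher in TH than in DSF, 7 of 7, by a median of 0.40 (percentile 98.6, or 98.5 with GC content matched), at -0.19 in DSF and 0.03 in TH against the control. Their members PDHA1 and PDHB, of pyruvate dehydrogenase, stood at 37.4 and 40.7 TPM in the control and 21.9 and 24.0 TPM in DSF. Genes of glycolysis and hypoxia were at -0.11 in DSF and -0.06 in TH, and higher in TH than in DSF by a median of 0.22 (percentile 98.4, or 98.0 with GC content matched), with PGK1 at 48.8 TPM in the control, 21.2 TPM in DSF and 40.9 TPM in TH. Heat shock genes were higher in TH than in DSF by 0.23 (percentile 98.4, or 77.3 with GC content matched). Aminoacyl-tRNA synthetases had a median of -0.12 in TH (percentile 1.36, or 9.32 with GC content matched), autophagy genes one of -0.06 (percentile 21.7) and cytokines one of -0.12 (percentile 23.1). The repair lists in TH lay at -0.02 for end joining, -0.08 for homologous recombination and -0.07 for excision and mismatch repair, all within the limits. NRF2 targets had medians of -0.14 in DSF and -0.06 in TH, with thioredoxin (TXN) at 550, 308 and 476 TPM in the control, DSF and TH. Genes of the unfolded protein and ATF4 response were at -0.16 and -0.06, interferon-stimulated genes at -0.20 and -0.01, p53 targets at -0.07 and -0.04, cholesterol synthesis at -0.04 and -0.06, and aldehyde dehydrogenases at -0.13 and 0.07, all within the limits in both libraries. Genes of cytosolic ribosomal proteins were at -0.04 in DSF and 0.02 in TH, within the limits, but with GC content matched they lay at the percentiles 100 and 99.99, where the random lists had medians of -0.24 and -0.05, and at 0.04 in TH against DSF. Fibroblast markers were at -0.18 in DSF and -0.10 in TH, with COL3A1 at 151 and 213 TPM, and PAX2 stood at 2.03 and 2.23 TPM (in TH -0.41 on the log2 scale, but 0.051 by its most abundant transcript). Of 27 lists, 3 lay below and 1 above the limits in DSF, and 4 below and 2 above in TH. Chance would place 1.35 outside if the genes of a list varied independently, which was not tested. With GC content matched, 1 lay below and 2 above in DSF, and 1 below and 3 above in TH.

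DNA replication genes lay below other genes in the DSF library. A GC trend between the libraries may account for this, since matching on GC content moved the median of the random lists from -0.10 to -0.21, and the list, at -0.27, then lay at the percentile 21.4. An effect of transcripts missing from the deposited list cannot be told apart, because only 3 of the 40 genes have all transcripts listed, with a percentile of 23.8 among such genes, and a minimum of 5 was set once this was known. An effect of DSF stays open beside these, with 1 library per condition.

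For the proteasome genes in DSF, a GC trend as the whole cause cannot be told apart, since their percentile was 0.16 among random lists matched on GC content and 2.09 with fold changes corrected for GC content, which moved the median from -0.43 to -0.20, but 5.97 with both. A general effect of how many transcripts of a gene are listed is argued against by a percentile of 0 among lists matched on that share. No gene of this list has all its transcripts listed, so a shift between listed and unlisted transcripts of these genes was not tested. A high value in the control library cannot be told apart from an effect of DSF, since with GC content matched the list lay at the percentile 2.16 in the library labelled SHAP, where its median was -0.32, but at 37.5 in TH. A lower level of proteasome mRNAs with DSF may be followed up as a hypothesis.

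The library labelled SHAP, of unknown condition, had 32 genes at least 2-fold higher and 107 at least 2-fold lower than the control. Its GC trend was the strongest of the 3 comparisons with the control, with a rank correlation of 0.68 over 8665 genes of at least 300 bases. Its median was -0.20 for the YAP/TAZ targets (percentile 72.0), -0.28 for the broader YAP signature (percentile 7.56), -0.30 for DNA replication (percentile 1.09, or 10.1 with GC content matched) and -0.15 for platinum drug resistance (percentile 42.0). G2/M genes had a median of -0.48 (percentile 0, or 0.94 with GC content matched). Of 27 lists, 7 lay below the limits and 1 above, or 2 and 2 with GC content matched. Besides DNA replication and G2/M, those below were heat shock, aminoacyl-tRNA synthetases, homologous recombination, proteasome and cytosolic ribosomal proteins. Matching on GC content left the proteasome at the percentile 2.16 but put heat shock at 18.2, synthetases at 3.6 and homologous recombination at 5.71. It put cytosolic ribosomal proteins at 98.6, above the upper limit. CCN1 stood at 11.6 TPM, CCN2 at 1.61 TPM and MT2A at 2351 TPM. Its fold changes had a Pearson r of 0.54 with those of DSF and 0.49 with those of TH across genes. The simulated value from the shared control was 0.50, which equal noise in every library fixes beforehand. The covariances were 0.113 and 0.0868 beside a simulated 0.120. Over genes of at least 300 bases, a limit added after the data were seen, r was 0.64 with DSF and 0.49 with TH beside 0.50 simulated, and the covariances were 0.0822 and 0.0416 beside 0.0499.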
